# Gene Expression Study of Monocytes/Macrophages during Early Foreign Body Reaction and Identification of Potential Precursors of Myofibroblasts

**DOI:** 10.1371/journal.pone.0012949

**Published:** 2010-09-23

**Authors:** Lindsay Mesure, Geofrey De Visscher, Ilse Vranken, An Lebacq, Willem Flameng

## Abstract

Foreign body reaction (FBR), initiated by adherence of macrophages to biomaterials, is associated with several complications. Searching for mechanisms potentially useful to overcome these complications, we have established the signaling role of monocytes/macrophages in the development of FBR and the presence of CD34^+^ cells that potentially differentiate into myofibroblasts. Therefore, CD68^+^ cells were *in vitro* activated with fibrinogen and also purified from the FBR after 3 days of implantation in rats. Gene expression profiles showed a switch from monocytes and macrophages attracted by fibrinogen to activated macrophages and eventually wound-healing macrophages. The immature FBR also contained a subpopulation of CD34^+^ cells, which could be differentiated into myofibroblasts. This study showed that macrophages are the clear driving force of FBR, dependent on milieu, and myofibroblast deposition and differentiation.

## Introduction

Implanted biomaterials, usually physically and chemically stable, non-immunogenic and non-toxic, trigger an innate immune response. This foreign body reaction (FBR) is associated with several complications for implanted medical devices [1]–[3]. FBR is initiated by the adhesion and denaturation of fibrinogen (FG) [4] exposing P1 and P2 epitopes recognized by Mac-1 integrin of phagocytes (neutrophils and macrophages) [5]. Degradable implant materials are removed by macrophages, while non-degradable implant materials will be encapsulated [6]. This FBR capsule comprises 1 internal layer of macrophages, several layers of (myo)fibroblasts and, in the case of intraperitoneal implantation, an external layer of mesothelial cells [7]. However, to do so the macrophage should alter its classical phagocytic action, hypothetically to more wound healing phenotype, thereby providing the following functions: inhibition of pro-inflammatory cytokine production, promotion of extracellular matrix deposition, attraction of other immune cells.

Recently, we showed attraction of different types of primitive cells, possessing colony forming capacity and differentiation potential towards the adipo-, osteo- and myofibroblast lineages, during the immature stages of the FBR [8]. These cells might therefore be the progenitors of FBR's (myo)fibroblast population. Yet, macrophages remain present during the different stages of FBR [8] and might also transdifferentiate into myofibroblasts [9]–[11]. Furthermore, it has been found that fibrocytes, a specific macrophage-derived population, contribute to wound healing and other myofibroblast tissue formations [12]–[16]. Nevertheless, too little is known about the signaling mechanisms of macrophages in the FBR which could be involved in attracting the primitive cells.

This study profiles gene expression of in vitro fibrinogen (FG) activated monocytes/macrophages as well as that of freshly isolated CD68^+^ cells from 3-days implants, against a background of unactivated monocytes/macrophages. We aimed at distinguishing between 3 major responses. The first or adhesion response is the altered gene expression induced by binding of denatured fibrinogen solely. The FBR response appears when the monocyte/macrophage is in its natural FBR environment in vivo. Finally, the adhesion in FBR response defined as the overlap between both the adhesion and FBR response.

Another aim was to functionally examine the isolated CD68^+^ and CD34^+^ populations and assess their myofibroblast differentiation potential. This was all done at the very early stage of FBR, well before the in vivo appearance of myofibroblast markers in this tissue, but at a stage where recruitment and signaling seem to be crucial [8].

## Materials and Methods

### Animals and ethics statement

Male Wistar rats (380–400g) were selected, for gene expression (n = 27) and in vitro cell studies (n = 24), and cared for in accordance with the “Guide for the Care and Use of Laboratory Animals” (NIH publication 85-23, revised 1985). The study was approved by the ethics committee for animal experiments of the Catholic University of Leuven, Belgium, on 18 March 2008 (P043/2008).

### Surgery

Anaesthesia was induced with 4% isoflurane in 100% oxygen delivered at 1 l/min for 5 min and maintained with 2% isoflurane in 100% oxygen delivered at 0.5 l/min during the surgical procedure taking approximately 20 min. After shaving and disinfecting the abdomen, a pararectal incision of approximately 1.5 cm was made through the skin, abdominal muscles and peritoneum. Acellular photo-oxidized bovine pericardium patches (1.3 cm^2^) (Cardiofix™, Sulzer Carbomedics, Austin, Texas, USA), suspended in stainless steel cages, were inserted into the peritoneal cavity and fixed to the abdominal wall with transabdominal sutures.

### Cell isolation

After 3 days in the peritoneal cavity, deposited neotissue was harvested from the retrieved patches and incubated in a 0.2% collagenase A (Roche Diagnostics, Indianapolis, USA)/0.3% plasmin (Sigma-Aldrich, Bornem, Belgium) solution for 30 min at 37°C. The suspension was then poured over a 100 µm and 40 µm cell strainer (BD Biosciences, Erembodegem, Belgium) and the red blood cells (RBC) were lysed with 10 ml 100 mM NH_4_Cl (Sigma-Aldrich). Subsequent steps were performed at 4°C. The cells were washed with PBS and labeled with a biotinylated CD68 (clone ED1; Serotec, Oxford, UK) or CD34 antibody (Clone QBEnd 10; Dako, Heverlee, Belgium) and subsequently with anti-biotin or anti-mouse paramagnetic microbeads (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany), respectively. The cell suspension was applied onto a MACS separation column (Miltenyi Biotec) and the CD68^+^ or CD34^+^ cells were again poured over a new MACS separation column to enhance specific selection. Subsequently, from the CD34^−^ cell fraction, the CD68^+^ cells were collected. Immediately after isolation of CD68^+^ cells, the cells were exposed to polystyrene SPHERO Fluorescent Yellow Particles of 0.87 µm (Spherotech Inc., IL, USA) at a concentration of 20 beads/cell for 1 hour at 37°C in a volume of 100 µl PBS. Phagocytosis of the beads was confirmed by an Axiocam MRc5 camera (Zeiss).

### Cell culture

CD68^+^, as well as CD34^+^, CD34^−^CD68^+^ and CD34^−^CD68^−^ cells isolated from 3-days implants were cultured in Mesencult medium containing 20% mesenchymal stem cell stimulatory supplements (StemCell Technologies, Vancouver, Canada) and 1% antibiotics (Invitrogen, Merelbeke, Belgium). Cultures (10^5^ cells/cm^2^) were performed in 8-chamber polystyrene vessels (BD Biosciences) for 1–3 weeks.

### *In vitro* activation

Heparinized blood, collected by cardial punction from anaesthetized rats, was suspended in 1 volume PBS (pH 7.4, Invitrogen), applied onto the same volume of Histopaque 1077 (Sigma-Aldrich) and centrifuged (750×*g*) for 30 min. Mononuclear cells were collected and washed with PBS. RBCs were lysed and CD68^+^ cells purified as aforementioned. Selected cells were resuspended in RPMI 1640 culture medium (Sigma-Aldrich), with 2 mM L-glutamine (Invitrogen), 1% antibiotics or antimycotic solution (Invitrogen) and 10% foetal bovine serum (Invitrogen), and seeded at a concentration of 200.000 cells/well onto PTFE (Gore-Tex® Vascular Graft, Gore, Flagstaff, Arizona) coated with FG (10 µg/ml) (Labconsult NV, Brussels, Belgium) in a 24 well plate and cultured for 3 days. The optimal coating concentration (data not shown) was validated by ELISA with an anti-fibrinogen antibody (Gentaur, Brussels, Belgium). Monocytes/macrophages purified from blood by the aforementioned CD68^+^ selection, without in vitro incubation, served as controls.

### Gene expression

Total RNA was isolated from FG-activated, FBR and blood CD68^+^ cells using Trizol (Invitrogen) and RNeasy Mini RNA isolation columns (Qiagen, Hilden, Germany).

For microarray processing, in vitro activated, FBR and blood CD68^+^ cells were analyzed in triplicate on Rat Genome 230 2.0 Array GeneChips (Affymetrix, High Wycombe, UK) by a specialized microarray facility (DNAVision, Gosselies, Belgium) according to the manufacturer's double-round T7-based amplification protocol (Affymetrix). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [17] and are accessible through GEO Series accession number GSE21682 (GSM540894-GSM540902) (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21682).

The Microarray Suite Statistical Algorithm (MAS5.0, Affymetrix) was applied for analysis. For comparison analysis, the contrasts were computed with the Robust Multichip Analysis (RMA) algorithm using the R statistical language [18]. Gene expression data were visualized in the context of specific biological and functional pathways using Gene Map Annotator and Pathway Profiler (GenMAPP, http://genmapp.org). The contribution of overexpressed genes (p<0.001) in the different pairwise comparisons was investigated with GenMAPP 2.1 (www.genmapp.org) in 31 out of 149 available pathway MAPPs (www.wikipathways.org) (May 2010) [19], related to signaling and immune response (Table 1). For gene expression validation, 2 PCR primer pairs (Table 2) for each of the six comparisons were designed using Primer3 shareware (http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi). RT-PCR of a standardized quantity (30 ng) of total RNA (n = 6/group) was performed as already published by our group [20]. Glyceraldehyde 3-phosphate dehydrogenase (Gapdh) gene expression was used as positive control and for normalization. 5 µl of the Gapdh PCR product and 5 µl of Mmp14 PCR product (as for the other PCR products) were mixed. One µl of each mix was analyzed using the DNA 1000 Kit with the 2100 Bioanalyzer (Agilent Technologies). Simultaneous loading allowed assessment of the genes, as already described [20].

**Table 1:** Examined GenMAPP pathways.

GenMAPP pathway	Genes overexpressed by FBR monocytes/macrophages
Alpha6-Beta4-Integrin Signaling Pathway	Cdkn1a
Apoptosis Mechanisms	Jun, Nfkbib, RGD:727889, Tnf
Apoptosis Modulation by HSP70	Hspa1a
B Cell Receptor Signaling Pathway	Atf2, Gab1, Jun, Rela
Complement Activation, Classical Pathway	/
Cytokines and Inflammatory Response (Biocarta)	Csf2, Csf3, IL-1α, IL-1β, IL-6, IL-10, Tnf
G Protein Signaling Pathways	Akap7, Slc9a1
IL-1 Signaling Pathway	IL-1α, IL-1β, IL-1r2, Irak2, Nfkbib, Rela
IL-2 Signaling Pathway	Icam1, Rela, Socs3
IL-3 Signaling Pathway	Atf2, Gab1, Socs3
IL-4 Signaling Pathway	Atf2, Dok2, IL-4rα, Rela, Socs3
IL-5 Signaling Pathway	Atf2, Icam1, Jun
IL-6 Signaling Pathway	Gab1, IL-6, Jun, Socs3
IL-7 Signaling Pathway	/
IL-9 Signaling Pathway	Socs3
Inflammatory Response Pathway	IL-4rα
Integrin-mediated Cell Adhesion	Itga5, Itgav, Mapk6
Kit Receptor Signaling Pathway	/
Matrix Metalloproteinases	Mmp13, Tnf
Monoamine GPCRs	/
Nuclear Receptors	/
Oxidative Stress	Mt1x
Peptide GPCRs	/
Signal Transduction of S1P Receptor	Mapk6
Signaling of Hepatocyte Growth Factor Receptor	Jun
Small Ligand GPCRs	Ptger2
T Cell Receptor Signaling Pathway	Jun
TGF Beta Receptor Signaling Pathway	Atf2, Cav1, Cdc27, Cdkn1a, Fosb, Jun, Tgif1
TGF Beta Signaling Pathway	Eng, Jun, Tgif1, Tnf
TNF-alpha-NF-kB Signaling Pathway	Cav1, Gab1, Nfkb2, Nfkbib, Nfkbiz, Tnf, Tnip1, Rela
Toll-like receptor signaling pathway	Cd14, Ccl4, Cxcl10, IL-1β, IL-6, Jun, Rela, Tnf

**Table 2:** Selected primers for PCR analysis.

Primer	Abbreviation	Comparison	Sequence	Product size (bp)
Glyceraldehyde 3-phosphate dehydrogenase	Gapdh	Housekeeping gene	L: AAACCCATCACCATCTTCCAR: GTGGTTCACACCCATCACAA	198
Matrix metallopeptidase 14	Mmp14	Cu - IVo	L: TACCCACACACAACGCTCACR: TCCCAAACTTATCTGGAACACC	149
Tetraspanin 5	Tspan5	Cu - IVo	L: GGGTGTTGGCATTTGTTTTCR: GGCTTGCATTGGAGTCTGTG	204
Lysosomal-associated membrane protein 3	Lamp3	Co - IVuCo - FBRu	L:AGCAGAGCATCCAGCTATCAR:ACCCACAACACAGAGGACAA	170
Neuropeptide Y	NpY	Co - IVu	L: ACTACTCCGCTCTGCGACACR: CAACGACAACAAGGGAAATG	291
Ceruloplasmin	Cp	Cu - FBRo	L: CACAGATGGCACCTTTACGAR: CAGTTTGTCATCGGCTCTTTG	223
Cathepsin L	Ctsl	Cu - FBRo	L: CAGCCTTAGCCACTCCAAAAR:CTTCTCCCACACTGCTCTCC	122
Interleukin 16	IL16	Co - FBRu	L: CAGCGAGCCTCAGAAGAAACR: TCTTCCTGTAGCAGCAGTGG	117
Chemokine (C-C motif) ligand 24	Ccl24	IVu - FBRo	L: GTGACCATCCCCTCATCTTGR: TGCTATTGCCTCGGAGTTTC	271
Vascular cell adhesion molecule 1	Vcam1	IVu - FBRo	L: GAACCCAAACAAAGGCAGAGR: TTAGCTGTCTGCTCCACAGG	169
Interleukin 18 binding protein	IL18bp	IVo - FBRu	L: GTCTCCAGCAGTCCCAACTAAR: CATTGCCCAGCCAGTAGAG	146
Transmembrane protein 97	Tmem97	IVo - FBRu	L: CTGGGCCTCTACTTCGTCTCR: TGTGAACCGCATAGATGATTG	280

Table indicating the different primers used for the PCR analysis. C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR; L = left primer; R = right primer; bp = base pairs.

### Immunohistochemistry

Prior to staining, cell cultures were fixed in ice-cold acetone for 10 minutes. Following primary antibodies were used: TGF-β receptor type II (TGF-βRII) (clone E-6; Santa Cruz Biotechnology, Santa Cruz, USA), FITC-conjugated CD34 (clone QBEnd 10; Dako), CD68 (clone ED1; Serotec), alpha smooth muscle actin (ASMA) (clone 1A4; Dako), desmin (clone D33; Serotec) and smoothelin (polyclonal; Santa Cruz Biotechnology). TGF-βRII was visualized using an Envision kit (Dako) with a horse-raddish peroxidase labeled anti-mouse antibody and amino-ethyl-carbazole as substrate. All other antibodies, except for CD34, were detected with FITC-conjugated secondary antibodies.

Simultaneous staining without primary antibodies excluded false positive results. To avoid false positive results in the ASMA staining on the freshly isolated CD68^+^ cell spots and as the mouse monoclonal CD68 antibody was already attached to the cells, these were blocked with goat anti-mouse/biotin (GAM/B) for 5 h prior to the actual staining procedure.

To detect the myofibroblast differentiation, double staining was performed after 21 days of culturing for ASMA combined with vimentin, smoothelin or desmin. After ASMA staining with a biotinylated rabbit anti-mouse secondary antibody (Dako) and streptavidin/texas red (Perkin Elmer, Waltham, USA), the second primary antibody was added and stained with a FITC-conjugated secondary antibody (Dako). Double staining for ASMA and CD68 was performed accordingly. The ASMA-CD34 double staining was executed by applying ASMA using streptavidin/texas-red and subsequent overnight staining with the CD34/FITC-conjugated primary antibody. Cell nuclei were visualized with Vectashield DAPI-containing mounting medium (Vector Laboratories, Burlingame, USA). For cell phenotyping, 500 cells in total were evaluated in each sample, as described before [21].

### Statistical analysis

Because of the confined observations, non-parametric statistics were used (SPSS 15, SPSS Inc., Chicago, IL, USA). Comparison between more than two groups was performed with a Kruskal-Wallis test. If significance (p<0.05) was observed, pairwise comparisons of the groups were performed with non-paired Wilcoxon-Mann-Whitney tests. These were considered significant if p<0.05.

## Results

### General gene expression

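CD68+ cells from rat blood, CD68+ cells activated in vitro on FG, and CD68+ cells isolated from FBR tissue were each measured on 3 arrays, 9 arrays in all. The in vitro activated cells had been seeded at 200000 cells per well on PTFE coated with 10 µg/ml FG and cultured for 3 days. FBR cells came from implants retrieved after 3 days, and blood cells were not cultured. The paper's text does not give the number of rats behind each array, so n counts arrays. The authors deposited MAS5 signals, an intensity on a linear scale, and tables of log2 fold changes with adjusted p values from RMA. In the deposited signals 15.45% of the 279891 values stood as whole numbers of 6 or 7 digits, read here as signals without their decimal point, and 0.07% stood as dates. These values were put back on the signal scale, and 1.04% with more than 1 possible reading were left missing. The trimmed mean signal then lay between 498.9 and 501.5 on all arrays. Arrays of the same group correlated at 0.931 to 0.976 on the log2 scale after this step, against 0.75 to 0.814 before it. The log2 of the signal plus 16 was then fitted with limma with 1 mean per group over all arrays, which left 6 residual degrees of freedom. P values were adjusted by the Benjamini-Hochberg method over 31099 probe sets and called under 0.05. Each gene was read from its probe set with the highest mean signal, but counts as a member of a response if any of its probe sets does. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01. Some of their members also stand in the paper's tables, which had been seen, so these tests are not fully independent of the paper's results. Genes named by the paper were chosen on these samples and are not independent evidence. With 3 arrays against 3, complete separation of the groups has an exact two-sided permutation p of 0.1, the smallest that this number of arrays allows, and chance separates 10% of genes. The number of arrays limits the precision of every value.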

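Blood CD68+ cells had 49.9 ± 0.5% (SD, n = 3) of probe sets above a signal of 100, in vitro activated cells 49.8 ± 2.5% (SD, n = 3) and FBR cells 44.9 ± 0.8% (SD, n = 3). At a signal of 50 the shares were 63.2 ± 0.9% in blood, 65.2 ± 3.7% in in vitro activated and 57.7 ± 1% in FBR cells (SD, n = 3 each). At a signal of 200 they were 39.4 ± 0.4%, 37.5 ± 0.4% and 35 ± 0.5% (SD, n = 3 each). The median signal was 97.3 to 102.8 on the blood arrays, 87.0 to 110.1 on the in vitro activated arrays and 69.5 to 77.3 on the FBR arrays. Once each array was centred on its median, 48.4% of probe sets in blood, 48% in in vitro activated and 48.3% in FBR cells lay above the signal of 100, which centring brings about by itself since 100 lies near the median of the arrays. Detection calls were not used here, and a share above a fixed signal is another measure than a share of probe sets called present.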

Overall, more transcripts were present in in vitro activated and FBR CD68^+^ cells (47.1% and 45% from a total of 31099 probe sets) as compared to freshly isolated CD68^+^ cells (40.4%). Most probe sets were present (35.2%) in all samples. 

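In vitro activated CD68+ cells had 3556 probe sets higher and 4166 lower than blood cells, FBR cells had 3394 higher and 6227 lower than blood cells, and FBR cells had 2429 higher and 4563 lower than in vitro activated cells (limma, adjusted p under 0.05). Among genes measured on all 6 arrays of a comparison, with every array of one group above every array of the other, which chance gives for 10% of genes, the largest increases of in vitro activated over blood cells were in Igf1, Fabp4, Apoe, Mmp12, Mmp9, Slc47a1, Cd5l, Lpl, Trem2 and Plau, with log2 fold changes from 8.27 in Igf1 to 6.96 in Plau. The largest decreases in that comparison were in Rnase6, G0s2, Pou2af1, Cr2, Tnfrsf14, Hpgds, Satb1, P2ry10, Ablim1 and Cobll1, from -6.85 in Rnase6 to -5.79 in Cobll1. FBR cells exceeded blood cells most in Il1a, Arg1, Tnf, Rtp3, Ccl7, Ptgs2, Serpinb2, Cd163, F3 and Cxcl3, where Cxcl3 had a log2 fold change of 7.44, and fell furthest below them in Pou2af1, Ms4a1, Ighvl1, Cr2, Rnase6, Cd79b, Fcer2, Ablim1, Trib2 and Hpgds, where Pou2af1 had a value of -9.2. Against in vitro activated cells, FBR cells were highest in Cd163, Il6, Ptgs2, F13a1, Fosb, Rtp3, Cxcl3, Ereg, Cxcl1 and Il1a, with 8.34 in Cd163, and lowest in Cd5l, Mmp12, Axl, Clec4a, Bend6, Serping1, Cd9, Cela1, Chn2 and Dst, with -6.97 in Cd5l. Where the lower signal is under 16, the size of a change depends on the pseudocount. Il1a in FBR over blood cells was 10.08, and 11.43 or 8.56 with a pseudocount of 1 or 64. Slc47a1 in in vitro activated over blood cells was 7.36, and 10.1 or 5.49. B cell markers were lower than in blood in both other groups (median -5.14 in in vitro activated and -6.92 in FBR cells), as were T cell (-1.5 and -2.07) and NK cell markers (-2.61 and -2.44), while Cd68 was higher (2.08 and 1.62). The median log2 fold change of all probe sets was 0.05, -0.17 and -0.24 in the 3 comparisons. Of the called probe sets 35.3% were higher in FBR than in blood cells, against 56.9% with each array centred on its median and 47.6% after quantile normalization. Between FBR and in vitro activated cells this share was 34.7%, against 62.2% and 48.3%. Without FBR replicate 2 only 1605 probe sets were higher and 2775 lower in FBR than in in vitro activated cells, and 2916 were lower without FBR replicate 3. In the authors' deposited table 4327 were higher.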

The distribution of gene expression comparisons (p<0.001) are summarized in a Venn-diagram (Fig. 1). The figure also clearly shows the 3 distinct groups of genes subjected to further analysis. The 54 genes overexpressed by FG-activated monocytes/macrophages compared to circulating and FBR monocytes/macrophages were considered as the adhesion response of monocytes/macrophages induced by FG activation solely. 

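A total of 377 genes, read from 562 probe sets, were higher in in vitro activated CD68+ cells than in both blood and FBR cells at an unadjusted p under 0.001 in each comparison (limma). Of the 48 genes of Table S1 that could be matched to a measured symbol, 45 were among them, and these were chosen on the same samples and are not independent evidence. In vitro activated cells exceeded blood cells in 1728 probe sets and FBR cells in 2079 at this threshold, and independent comparisons of this size would share 115.5 probe sets. In 20 simulations of unchanged groups with the same spread, which share the in vitro activated arrays in the same way, the overlap was 1.85 probe sets on average and at most 5. The log2 fold changes of the pair of comparisons correlated at 0.29 across probe sets (covariance 0.31), against 0.5 (covariance 0.08) in the simulations. The 3 in vitro activated arrays stand in both comparisons and cannot be divided, so part of the excess may come from the shared arrays. The simulations hold no changed genes and do not show how large that part is. The count was 236 without FBR replicate 2, 237 without FBR replicate 3 and 241 with a pseudocount of 1. It was 94 at an adjusted p under 0.001, 938 at an adjusted p under 0.05, and 89 in the authors' deposited tables at an adjusted p under 0.001.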

The 197 genes overexpressed by FBR CD68^+^ cells compared to the other 2 conditions represent a FBR CD68^+^ cell response, dependent on the environment. 

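In FBR CD68+ cells 483 genes, read from 695 probe sets, were higher than in both blood and in vitro activated cells at an unadjusted p under 0.001 in each comparison (limma). Of the 180 genes of Table S3 that were matched for this count, 148 were among them. FBR cells exceeded blood cells in 1886 probe sets and in vitro activated cells in 1278, for which independence gives an overlap of 77.5 probe sets. Simulated unchanged groups that share the FBR arrays gave 2.3 on average and 6 at most. Across probe sets the log2 fold changes against blood and against in vitro activated cells correlated at 0.54 with a covariance of 0.67, where the simulations gave 0.5 and 0.08. Since the same 3 FBR arrays serve both comparisons, part of the overlap may come from them. How large that part is cannot be read from simulations without changed genes. Without FBR replicate 2 the count was 310, and without FBR replicate 3 it was 321. With each array centred on its median it was 770, at an adjusted p under 0.001 it was 201, and at an adjusted p under 0.05 it was 946. The authors' deposited tables gave 334 at an adjusted p under 0.001. The paper states that this response depends on the environment of the cells. It describes the response as leaving out genes of FG adhesion, which the counts here keep. Slc2a1 and Timp1, which the paper places under FG adhesion in FBR, were among the genes counted here.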

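Relative to blood CD68+ cells, 557 genes (756 probe sets) were higher both in in vitro activated and in FBR cells at an unadjusted p under 0.001 in each comparison (limma). Of 92 matched genes of Table S2, 87 were among these. If the comparisons were independent, 104.8 probe sets would be shared. Simulations of unchanged groups with common blood arrays gave a mean of 2.25 shared probe sets. The log2 fold changes of in vitro activated and of FBR cells over blood correlated at 0.65 across probe sets with a covariance of 0.9, and at 0.5 with a covariance of 0.08 in the simulations. Both are measured against the same 3 blood arrays, which cannot be divided between the comparisons, so part of this overlap may come from the blood arrays. Simulations without changed genes do not show how large that part is. The count was 240 at an adjusted p under 0.001, 1142 at an adjusted p under 0.05, and 161 in the authors' deposited tables at an adjusted p under 0.001.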

The overlap between both (104 genes) is considered FG adhesion within FBR specific genes. All upregulated genes of these 3 groups (with their associated log base 2 fold changes (logFC)) are available in supplemental tables S1, S2, and S3.

**Figure 1:**
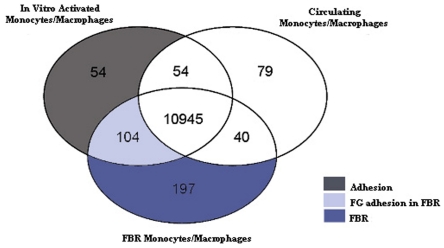
Upregulated genes. Venn-diagram showing the genetic overlap between the pairwise comparisons of in vitro activated, blood and FBR monocytes/macrophages (p<0.001).

### Adhesion gene response

Upregulated genes were found in 8 examined pathways. 

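The signal of Egfr was 47.1 ± 8.33 (SD, n = 3) in blood CD68+ cells, 695 ± 338 (SD, n = 3) in in vitro activated cells and 45.5 ± 11.8 (SD, n = 3) in FBR cells. This is a log2 fold change of 3.35 over blood cells (standard error 0.39, adjusted p = 0.00023 from limma), and every in vitro activated array lay above every blood array. FBR cells were lower than in vitro activated cells by a log2 fold change of -3.4 (adjusted p = 0.00033), and their Egfr signal did not differ detectably from that of blood cells (log2 fold change -0.05, adjusted p = 0.95). Of 2 other Egfr probe sets, 1 gave a larger increase over blood cells (log2 fold change 4.84) and 1 did not pass the test (0.72).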

Epidermal growth factor receptor (EGFR) was upregulated during the primary response in the α_6_-β_4_ integrin signaling pathway of genMAPP. Whereas transforming growth factor β receptor 1 (TGF-βR1) was overexpressed in the TGF-β signaling pathway (Fig. 2A) and was together with cyclin E (Ccne1) present in the TGF-β receptor signaling pathway. 

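Tgfbr1 had a signal of 13500 ± 679 (SD, n = 3) in in vitro activated CD68+ cells, against 2340 ± 376 in blood and 1750 ± 53 in FBR cells (SD, n = 3 each). The log2 fold change over blood was 2.53 (standard error 0.22, adjusted p = 5.4e-05), and FBR cells stood below in vitro activated cells at -2.94 (adjusted p = 3.7e-05, limma). A second Tgfbr1 probe set gave 0.77 over blood and did not pass. Ccne1 rose from 37.6 ± 32.7 in blood to 345 ± 85.8 in in vitro activated cells and was 59.1 ± 21.6 in FBR cells (SD, n = 3 each). Its log2 fold change was 2.92 against blood (adjusted p = 0.0011), and in FBR relative to in vitro activated cells it was -2.27 (adjusted p = 0.0055). For both genes all 3 in vitro activated arrays were above all 6 other arrays.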

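Ccnd2 had a signal of 355 ± 98.3 in blood CD68+ cells, 4610 ± 1930 in in vitro activated cells and 189 ± 83.9 in FBR cells (SD, n = 3 each). Its log2 fold change was 3.6 for in vitro activated over blood cells (standard error 0.38, adjusted p = 0.00015) and -4.49 for FBR against in vitro activated cells (adjusted p = 7e-05, limma). Of 36 measured genes of a cell cycle list, 21 were higher in in vitro activated than in blood cells, 1 was lower and 14 did not pass (23 higher and 1 lower when adjusted over the list alone). Tyms (log2 fold change 3.85), Ccna2 (3.61) and Ccnd1 (3.61) were among the genes that rose beside Ccnd2, while Mcm3 fell (-1.47). The list's median was 1.68 (camera, adjusted p = 5.7e-07; adjusted p = 0.083 with an estimated correlation). In FBR relative to in vitro activated cells none of the list was higher and 23 were lower, with 13 not passing (28 lower when adjusted over the list alone), at a median of -2.14 (adjusted p = 9.7e-09; 0.044 with an estimated correlation). Between FBR and blood cells 4 were higher, 6 lower and 26 did not pass (4 and 6 when adjusted over the list alone; median -0.17, adjusted p = 0.78).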

FG binding of CD68^+^ cells induced upregulation of both Ccne1 and cyclin D2 (Ccnd2) in the B cell receptor signaling and only of Ccnd2 in IL-7 signaling pathway. Furthermore, somatic cytochrome c (Cycs), part of the apoptosis (apoptosis mechanisms and apoptosis modulation by HSP70) and the B-cell receptor signaling pathways, was overexpressed by in vitro activated CD68^+^ cells. Lastly, Ras protein activator like 2 (Rasal2) was apparent in the TNFα/NF-κβ signaling pathway.

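Rasal2 had a signal of 46.9 ± 26 in blood CD68+ cells, 1050 ± 190 in in vitro activated cells and 160 ± 20.9 in FBR cells (SD, n = 3 each). The increase over blood was a log2 fold change of 4.16 in in vitro activated cells (standard error 0.32, adjusted p = 3.2e-05) and 1.57 in FBR cells (adjusted p = 0.0041), and FBR cells were below in vitro activated cells (-2.59, adjusted p = 0.00052, limma). Of 15 measured genes of an NF-κB pathway list, none was higher in in vitro activated than in blood cells, 5 were lower and 10 did not pass (5 lower when adjusted over the list alone). Nfkbiz (log2 fold change -2.73), Birc3 (-2.65), Irak3 (-1.78) and Ikbkb (-1.29) fell most. The list's median was -0.62 (camera, adjusted p = 0.0011; adjusted p = 0.06 with an estimated correlation), and -1.05 without blood replicate 2. A second Nfkbiz probe set did not pass (-0.02, adjusted p = 0.98). Lymphocyte markers were lower in the same comparison, with medians of -5.14 for B cell, -1.5 for T cell and -2.61 for NK cell markers.

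**Figure D1:**
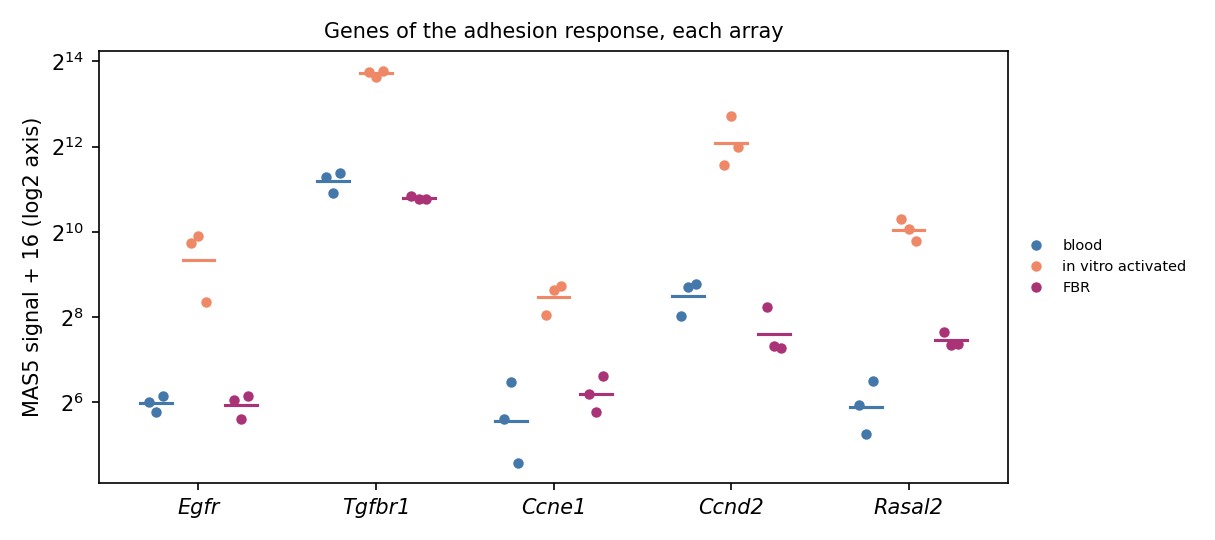
MAS5 signal plus 16 on a log2 axis for Egfr, Tgfbr1, Ccne1, Ccnd2 and Rasal2 in blood, in vitro activated and FBR CD68+ cells. Points are the 3 arrays of each group and bars are the means of the log2 values; every in vitro activated array lies above every other array for each gene.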

**Figure 2:**
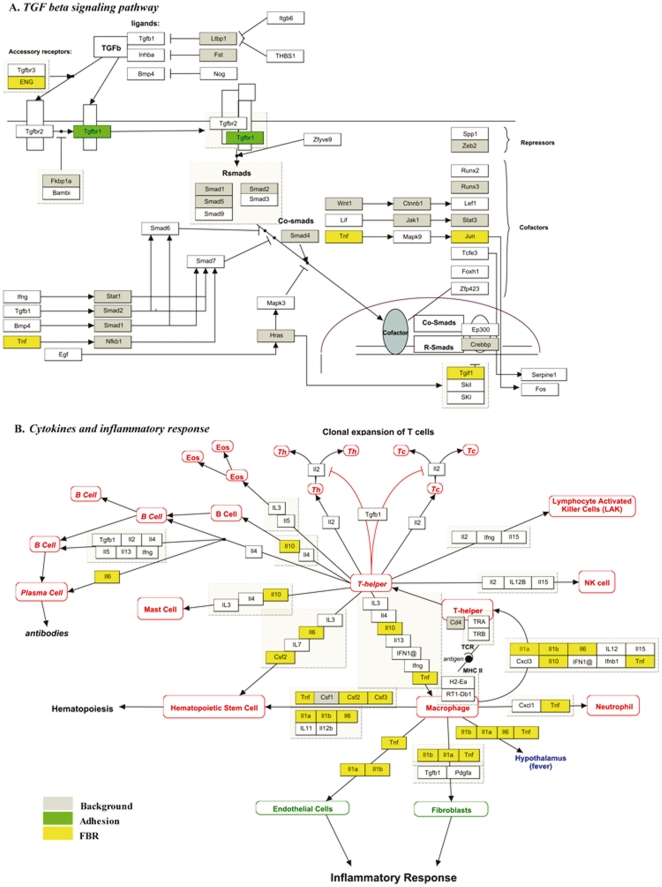
GenMAPP pathways. Upregulated genes present in GenMAPP pathways of “TGF-B signaling pathway” (A) and “cytokines and inflammatory response” (B).

### FBR gene response

All the genes exclusively overexpressed by FBR CD68^+^ cells in the 31 examined pathways are listed in table 1. This population showed upregulated expression of several cytokines and inflammatory response genes (Fig. 2B), clustered around the macrophages. These macrophages signal to T helper cells by tumor necrosis factor α (TNFα) and several interleukines (IL-1α, IL-1β, IL-6 and IL-10). These factors were also apparent in the signaling to neutrophils, fibroblasts, endothelial cells, hematopoietic stem cells and in the induction of fever. 

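Of the 40 genes of Table 1, 37 had a probe set with 1 symbol. They were chosen on these samples and are not independent evidence. FBR CD68+ cells were higher than blood cells in 36 of the 37 and higher than in vitro activated cells in 35 (limma, adjusted p under 0.05), where Itgav and Cd14 did not pass. At an unadjusted p under 0.001, 32 were higher than both on the probe set with the highest signal, and 33 on any probe set, Itgav being the one added. Atf2, Cav1, Dok2 and Cd14 were in neither count. Atf2 did not pass against blood cells (log2 fold change 0.77, adjusted p = 0.088) but did without in vitro activated replicate 3 (adjusted p = 0.043), with a pseudocount of 64 (0.046) and with array weights (0.036). It also passed with the filter on low signals (0.042), quantile normalization (0.03), median centring (0.028) and in the authors' deposited table (1.41, 0.00075). Against blood cells the log2 fold change was 6.15 in Hspa1a (adjusted p = 4.8e-06), 6.33 in Il1r2 (adjusted p = 1.8e-06), 5.73 in Gab1 (adjusted p = 1.2e-06) and 5.33 in Cdkn1a (adjusted p = 4.3e-06). In vitro activated cells were also above blood cells in 11 of the 37, among them Ptger2 (log2 fold change 2.89, adjusted p = 0.00031) and Dok2 (1.37, adjusted p = 0.002). All 15 measured NF-κB pathway genes were higher in FBR than in in vitro activated cells (15 when adjusted over the list alone; median 3.09, camera adjusted p = 3.8e-18, and 3e-09 with an estimated correlation), 1 of them, Nfkbia, against a single measured in vitro activated array. Against blood cells 12 were higher, none was lower and 3 did not pass (12 higher when adjusted over the list alone), with Irak2 (3.47), Nfkb2 (3.23) and Nfkbib (3.07) among the largest changes; the median was 2.56 (adjusted p = 9.5e-10).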

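Of 37 measured genes of a list of cytokines and chemokines, 26 were higher in FBR than in blood CD68+ cells, 1 was lower and 10 did not pass (27 higher and 2 lower when adjusted over the list alone). Ccl7 rose by a log2 fold change of 8.25 and Cxcl1 by 7.3, while Ccl5 fell (-3.95). T cell and NK cell markers fell in the same comparison (medians -2.07 and -2.44). The list's median was 3.28 (camera, adjusted p = 1.3e-12; 0.00097 with an estimated correlation). Csf2 had a signal of 11.3 ± 1.61 in blood, 13.5 ± 8.75 in in vitro activated and 1360 ± 294 in FBR cells, and Csf3 had 40.5 ± 15.7, 39.8 ± 16.9 and 2800 ± 1290 (SD, n = 3 each). The log2 fold change over blood was 5.63 for Csf2 (adjusted p = 1.8e-06) and 5.54 for Csf3 (adjusted p = 1.4e-05), and neither differed detectably between in vitro activated and blood cells (adjusted p = 0.88 and 0.97), although the authors' deposited table has Csf2 at 0.6 in that comparison (adjusted p = 0.013). With a pseudocount of 1 or 64 Csf2 was 6.77 or 4.22 over blood, where its signal is under 16. A second Csf2 probe set gave 1.35 over blood (adjusted p = 0.016) and did not pass against in vitro activated cells (0.93, adjusted p = 0.092). Compared with in vitro activated cells, FBR cells had 23 of the list higher, 1 lower (Ccl22, -1.8) and 13 not passing (23 and 1 when adjusted over the list alone; median 2.84, adjusted p = 1.9e-14). In vitro activated cells had 11 higher, 8 lower and 18 not passing against blood cells (13 and 9 when adjusted over the list alone; median 0.01, adjusted p = 0.74), with Ccl9 at 5.54.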

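Tnf had a signal of 68.7 ± 10.7 in blood, 755 ± 311 in in vitro activated and 29900 ± 3770 in FBR CD68+ cells (SD, n = 3 each), a log2 fold change of FBR over blood of 8.46 (standard error 0.33, adjusted p = 8.4e-07). Il1a had 9.97 ± 5.65, 230 ± 180 and 27900 ± 4070 in the same order (SD, n = 3 each), with a log2 fold change of 10.08 over blood (adjusted p = 1.5e-06) and 7.08 over in vitro activated cells (adjusted p = 1.7e-05). The blood signal of Il1a is under the pseudocount of 16, which sets the size of its change over blood (11.43 with a pseudocount of 1, 8.56 with 64). The signal of Il1b was 2780 ± 1250 in blood, 769 ± 511 in in vitro activated and 35100 ± 5080 in FBR cells, and that of Il6 was 249 ± 88.1, 51 ± 52.4 and 16400 ± 2840 (SD, n = 3 each). FBR cells exceeded blood cells by 3.76 for Il1b (adjusted p = 0.0011) and 5.99 for Il6 (adjusted p = 5.4e-05). Il10 reached 1470 ± 463 in FBR cells from 18.8 ± 13 in blood and 16.3 ± 15.2 in in vitro activated cells (SD, n = 3 each), a log2 fold change of 5.43 over blood (adjusted p = 1.1e-05, limma). In vitro activated cells were below blood cells in Il1b (-2.07, adjusted p = 0.033) and Il6 (-2.33, adjusted p = 0.015). The Il1b call was lost without blood replicate 1 (adjusted p = 0.089), blood replicate 3 (0.11) or in vitro activated replicate 3 (0.051), and with a pseudocount of 1 (0.066). It was also lost in a fit of only the 6 arrays compared (0.073) and in the authors' deposited table (-1.81, 0.076). The Il6 call was lost without blood replicate 3 (0.054) and with a pseudocount of 1 (0.077).

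**Figure D2:**
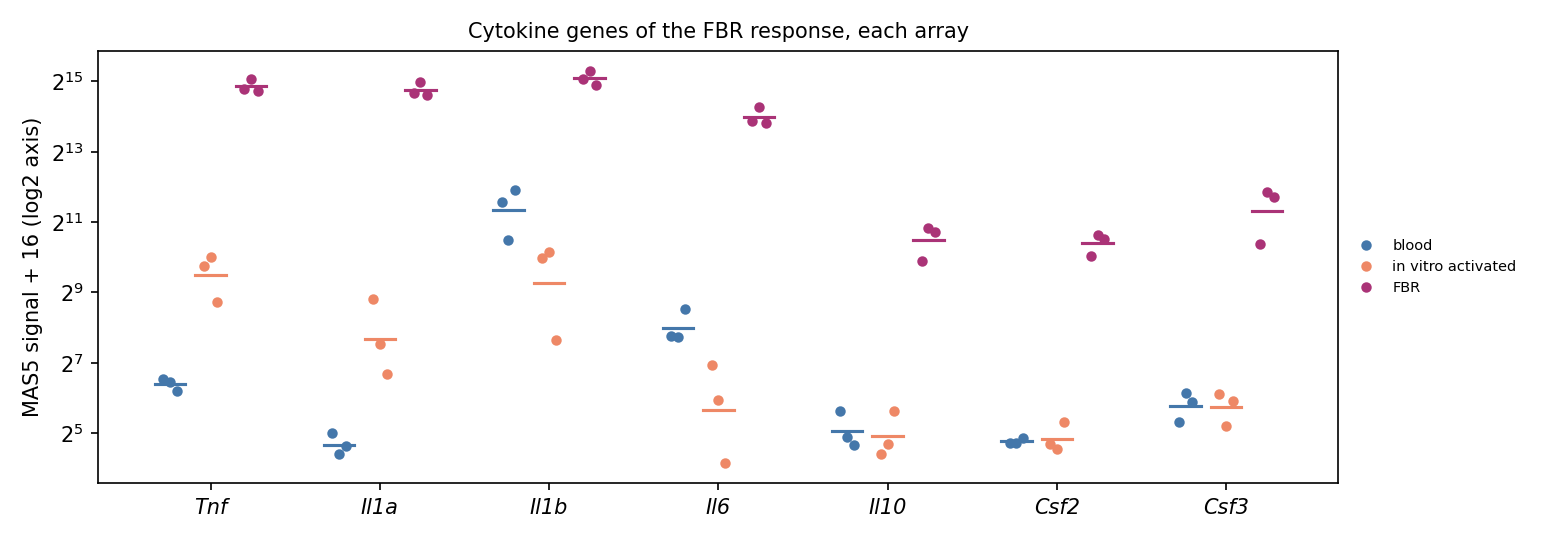
MAS5 signal plus 16 on a log2 axis for Tnf, Il1a, Il1b, Il6, Il10, Csf2 and Csf3 in blood, in vitro activated and FBR CD68+ cells. Points are the 3 arrays of each group and bars are the means of the log2 values; every FBR array lies above every other array for each gene.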

Amongst 197 genes overexpressed by these FBR monocytes/macrophages, several receptors such as intercellular adhesion molecule 1 (ICAM-1), integrin α5 (Itga5), integrin αV (ItgaV), vascular cell adhesion molecule 1 (VCAM-1), syndecan 4 (Sdc4), interleukin 4 receptor α (IL-4rα), CD14 antigen (CD14), endothelial cell adhesion molecule (Esam) were present. 

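Icam1 had a signal of 1370 ± 569 in blood, 2720 ± 902 in in vitro activated and 24300 ± 2690 in FBR CD68+ cells (SD, n = 3 each), and its log2 fold change was 4.23 over blood (adjusted p = 3.5e-05) and 3.21 over in vitro activated cells (adjusted p = 0.00041, limma). Sdc4 rose from 412 ± 172 in blood to 2330 ± 328 in in vitro activated and 30800 ± 4170 in FBR cells (SD, n = 3 each), so that in vitro activated cells were also above blood cells (log2 fold change 2.52, adjusted p = 0.00031). Vcam1 (log2 fold change 4.09 over blood, adjusted p = 6.4e-05), Esam (3.91, adjusted p = 1.7e-05) and Itga5 (3.37, adjusted p = 0.00015) were higher in FBR cells as well, and each of the 3 was also higher than in in vitro activated cells. Itgav depended on the probe set. The one with the highest signal gave 1.21 over blood (adjusted p = 0.028) and 0.3 over in vitro activated cells (adjusted p = 0.6), while 2 others gave 2.89 and 3.21 over blood and 1.32 (adjusted p = 0.0073) and 1.57 (adjusted p = 0.016) over in vitro activated cells. The call of Itgav over blood was lost without blood replicate 1 (adjusted p = 0.09), blood replicate 3 (0.087), FBR replicate 2 (0.082) or FBR replicate 3 (0.11) and with a pseudocount of 1 (0.051). Cd14 was above blood cells (log2 fold change 3.34, adjusted p = 0.00039) and did not pass against in vitro activated cells (1.3, adjusted p = 0.055), with 2 FBR arrays measured. It passed without blood replicate 2 (adjusted p = 0.0082), with a pseudocount of 64 (0.036), the filter on low signals (0.025), median centring (0.026) and only the 6 arrays compared (0.018). The same held with eBayes with trend and robust options (0.02), array weights (0.021), the mean of all probe sets (0.046) and in the authors' deposited table (1.63, 0.00025). Cd14 has 1 probe set, so its mean over probe sets is the same measurement. Of 26 measured genes of a list of integrins and adhesion genes, 14 were higher in FBR than in blood cells, 3 were lower and 9 did not pass (16 and 4 when adjusted over the list alone; median 0.99, camera adjusted p = 9.2e-05, and 0.059 with an estimated correlation). Sdc1 rose by 6.37 and Itgal fell by 2.05, a fall that did not pass without blood replicate 1 (adjusted p = 0.072), blood replicate 3 (0.055) or FBR replicate 1 (0.065). The medians of B, T and NK cell markers in that comparison were -6.92, -2.07 and -2.44. Against in vitro activated cells 9 were higher, 8 lower and 9 did not pass (11 and 8 when adjusted over the list alone; median 0.41, adjusted p = 0.082), which became adjusted p = 0.036 without in vitro activated replicate 2. Cd9 (-4.85) and Alcam (-3.47) were lower in FBR cells.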

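The signal of Mmp13 was 15.6 ± 10.9 in blood CD68+ cells, 33.5 ± 34.8 in in vitro activated cells and 312 ± 76.5 in FBR cells (SD, n = 3 each). FBR cells exceeded blood cells by a log2 fold change of 3.42 (standard error 0.46, adjusted p = 0.00036) and in vitro activated cells by 2.91 (adjusted p = 0.0018), while in vitro activated and blood cells did not differ detectably (adjusted p = 0.48, limma). The blood signal is under 16, and the increase over blood was 4.54 or 2.23 with a pseudocount of 1 or 64. Of 31 measured genes of a list of matrix genes and proteases, 20 were higher in FBR than in blood cells, 1 was lower and 10 did not pass (23 and 1 when adjusted over the list alone; median 1.86, camera adjusted p = 7.7e-10, and 0.0037 with an estimated correlation). Tgm2 (6.14), Mmp9 (5.9) and Plaur (5.13) were among the genes that rose, and Timp3 fell (-1.36), though not with the mean of all its probe sets (-0.22, adjusted p = 0.59). Fibroblast and myofibroblast markers, 3 of which the matrix list also holds, had 9 of 22 higher, 1 lower and 12 not passing in the same comparison (9 and 1 when adjusted over the list alone; median 0.92, adjusted p = 0.0038, 0.22 with an estimated correlation and 0.29 with the filter on low signals). In vitro activated cells had 17 higher than blood cells, none lower and 14 not passing (17 when adjusted over the list alone; median 1.27, adjusted p = 8.4e-07, and 0.042 with an estimated correlation), led by Spp1 at 8.25 on 2 arrays. FBR compared with in vitro activated cells had 9 higher, 7 lower and 15 not passing (12 and 7 when adjusted over the list alone), at a median of 0.45 (adjusted p = 0.035, and 0.41 with an estimated correlation). That median was 0.1 without in vitro activated replicate 2 (adjusted p = 0.073), 0.28 without FBR replicate 2 and 0.17 without FBR replicate 3, and without blood replicate 3 the adjusted p was 0.059. The call was also lost with the filter on low signals (0.11), quantile normalization (0.089) and median centring (0.17).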

Matrix metalloproteinase 13 (Mmp13) was also present in this response.

### Gene response FG adhesion in FBR

FG adhesion of monocytes/macrophages during the FBR induced overexpression of disabled homolog 2 (Dab2) and activating transcription factor 3 (Atf3), which were present in the TGF-β receptor signaling pathway. 

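Dab2 had a signal of 349 ± 182 in blood, 8650 ± 967 in in vitro activated and 11400 ± 1690 in FBR CD68+ cells (SD, n = 3 each). Its log2 fold change over blood was 4.68 in in vitro activated cells (adjusted p = 2.4e-05) and 5.08 in FBR cells (adjusted p = 7.7e-06). Atf3 rose from 962 ± 405 in blood to 10100 ± 879 and 12000 ± 881 in the same groups (SD, n = 3 each), with log2 fold changes of 3.47 (adjusted p = 8.2e-05) and 3.72 (adjusted p = 3.5e-05, limma). Neither gene differed detectably between FBR and in vitro activated cells (adjusted p = 0.46 for Dab2 and 0.64 for Atf3).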

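Slc2a1, which encodes a glucose transporter, had a signal of 312 ± 94.9 in blood CD68+ cells, 2670 ± 520 in in vitro activated cells and 14700 ± 1170 in FBR cells (SD, n = 3 each). The log2 fold change over blood was 3.06 (adjusted p = 6.8e-05) in in vitro activated cells and 5.53 (adjusted p = 2.1e-06) in FBR cells, which were also higher than in vitro activated cells (2.47, adjusted p = 0.00032). Sgk1 rose from 505 ± 54.7 to 8560 ± 729 and 12500 ± 851 (SD, n = 3 each), at log2 fold changes of 4.04 (adjusted p = 1.1e-05) and 4.59 (adjusted p = 1.7e-06, limma). Between FBR and in vitro activated cells Sgk1 did not pass (0.54, adjusted p = 0.1). It did pass with a pseudocount of 64 (0.022), the filter on low signals (0.039), median centring (0.89, 0.023), eBayes with trend and robust options (0.047) and in the authors' deposited table (0.43, 0.037). Pik3cb could not be matched to a probe set with 1 symbol and is not analysed here.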

While in IL-2, IL-3 and IL-6 signaling pathways, respectively phosphatidylinositol 3-kinase catalytic beta polypeptide (Pik3cb), solute carrier family 2 member 1 (Slc2a1) and serum/glucocorticoid regulated kinase (Sgk) were present. Moreover, Pik3cb is also present in the toll-like receptor and α_6_-β_4_ integrin signaling pathways. Sprouty-related EVH1 domain containing 2 (Spred2) part of the kit receptor pathway and tissue inhibitor of metallopeptidase 1 (Timp1) in the matrix metalloproteinases' pathway were also upregulated by this cell population. 

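Timp1 had a signal of 160 ± 22.4 (SD, n = 3) in blood CD68+ cells, 1370 ± 85.5 (SD, n = 2) in in vitro activated cells and 6530 ± 1270 (SD, n = 3) in FBR cells. Over blood its log2 fold change was 2.98 in in vitro activated cells (standard error 0.28, adjusted p = 0.00011) and 5.21 in FBR cells (adjusted p = 2.8e-06, limma). FBR cells were also above in vitro activated cells (log2 fold change 2.23, adjusted p = 0.00077). Spred2 was not matched to a probe set with 1 symbol and is not analysed here.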

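The signal of Hmox1 was 690 ± 384 in blood CD68+ cells, 16800 ± 4680 in in vitro activated cells and 27700 ± 4570 in FBR cells (SD, n = 3 each). Its log2 fold change over blood was 4.74 (standard error 0.45, adjusted p = 7.8e-05) in in vitro activated and 5.49 (adjusted p = 1.9e-05) in FBR cells, and FBR and in vitro activated cells did not differ detectably in this fit (0.75, adjusted p = 0.26, limma). In the authors' deposited table FBR cells were higher (1.09, adjusted p = 0.00084). Of 17 measured genes of an oxidative stress list, 15 were higher in FBR than in blood cells, none was lower and 2 did not pass (17 higher when adjusted over the list alone; median 3.22, camera adjusted p = 2.9e-11, and 0.0015 with an estimated correlation). Mt2A (5.98), Slc7a11 (5.54) and Srxn1 (4.04) were among the largest, and Slc7a11 did not pass when its missing values were set to the nearest reading (2.28, adjusted p = 0.48), a choice made after seeing the data. Against blood cells 11 were higher in in vitro activated cells, none was lower and 6 did not pass (12 higher when adjusted over the list alone; median 1.27, adjusted p = 6.5e-05, and 0.083 with an estimated correlation), and Nqo1 rose by 2.87. FBR cells had 7 of the list above in vitro activated cells, none below and 10 not passing (10 higher when adjusted over the list alone; median 0.92, adjusted p = 3.7e-06, and 0.038 with an estimated correlation).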

Lastly heme oxygenase 1 (Hmox1) was present in the oxidative stress pathway.

### PCR gene expression verification

The differential expression between the 3 groups of monocytes/macrophages (circulating, in vitro activated and FBR CD68^+^ cells) was technically verified by selecting 2 genes of the 10 most differentially expressed transcripts in each comparison. 

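All 12 pairs of a gene and a comparison measured by RT-PCR had the direction of the paper's array results and passed an adjusted p under 0.05 (limma). These genes were chosen on the same arrays and are not independent evidence. In vitro activated CD68+ cells exceeded blood cells in Mmp14 (log2 fold change 5.86, adjusted p = 4.3e-05) and Tspan5 (4.29, adjusted p = 1.6e-05), and were lower in Lamp3 (-4.65, adjusted p = 0.00013) and Npy (-5.16, adjusted p = 4.3e-05). FBR cells were above blood cells in Cp (6.42, adjusted p = 1.8e-05) and Ctsl (5.31, adjusted p = 7.1e-05) and below them in Lamp3 (-5.39, adjusted p = 3.4e-05) and Il16 (-4.61, adjusted p = 8.7e-06). Against in vitro activated cells, FBR cells were higher in Ccl24 (6.65, adjusted p = 0.0011) and Vcam1 (3.46, adjusted p = 0.00062, with 2 in vitro activated arrays measured) and lower in Il18bp (-4.16, adjusted p = 3.6e-05) and Tmem97 (-2.12, adjusted p = 0.0013). Ranked by log2 fold change among 14218 genes in the stated direction, the 12 stood between rank 16 (Ccl24) and rank 310 (Tmem97). A second probe set did not pass for Mmp14 (0.93, adjusted p = 0.13) or Tmem97 (-0.67, adjusted p = 0.12). Gapdh, the housekeeping gene of the PCR, had an array signal of 8330 ± 3830 in blood, 22800 ± 7010 in in vitro activated and 32800 ± 4960 in FBR cells (SD, n = 3 each). Its log2 fold change over blood was 1.54 in in vitro activated cells (adjusted p = 0.018, 0.057 without in vitro activated replicate 3 and 0.076 in the authors' deposited table) and 2.1 in FBR cells (adjusted p = 0.0026).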

Reverse transcriptase-PCR results are depicted in figure 3. All the PCR products were of expected sizes and significantly confirmed the differential expression in each comparison.

**Figure 3:**
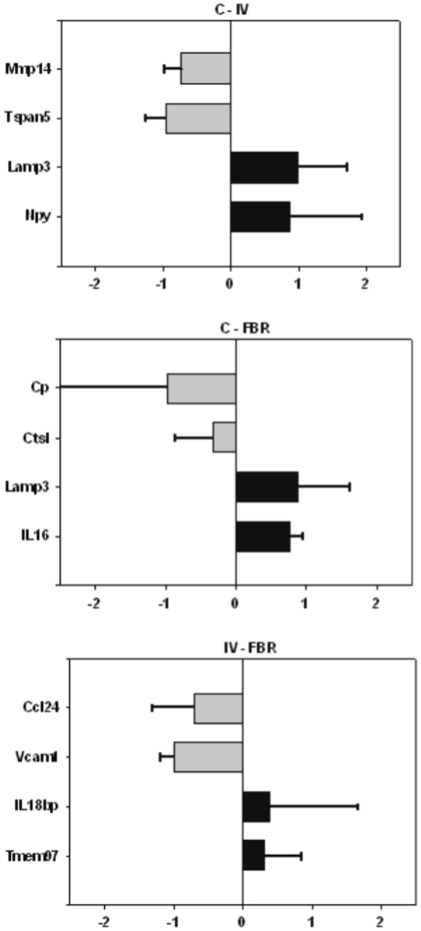
Technical verification of microarray results by RT-PCR. Overexpressed (black) and underexpressed (grey) genes are schematically represented for the 3 pairwise comparisons (A: C – IV; B: C – FBR; C: IV – FBR) by applying the “differential expression index”: (X−Y)/(X+Y) with X = mean (triplicates gene 1 in tissue type 1) and Y = mean (triplicates gene 1 in tissue type 2). Standard deviations were calculated for this differential expression index. C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR. The full gene names can be found in table 2.

### FBR cell differentiation

CD68, CD34 and ASMA expression of freshly isolated FBR CD68^+^ cells compared to that of 1 week and 3 weeks cultures is summarized in figure 4. 93.6±2.7% of the cells isolated showed to be positive for the CD68 antigen, whereas 8.2±6.6% of these freshly isolated cells were CD34^+^ and no ASMA^+^ cells were present. Double staining of CD34 and CD68 was also observed (data not shown). After 1 week of culture, the CD68 and CD34 surface marker expression was comparable to that of the freshly isolated CD68^+^ cell population from the FBR. ASMA^+^ cells (10.9±13.3%) could be detected, but with high variability. Only after 3 weeks of culture, the cell population showed a significant increase in CD34 expression to the level of 28.9±11.2% (p = 0.009). ASMA expression was now significantly increased to the level of 24.7±25.2% (p = 0.015), but its high variability was maintained.

**Figure 4:**
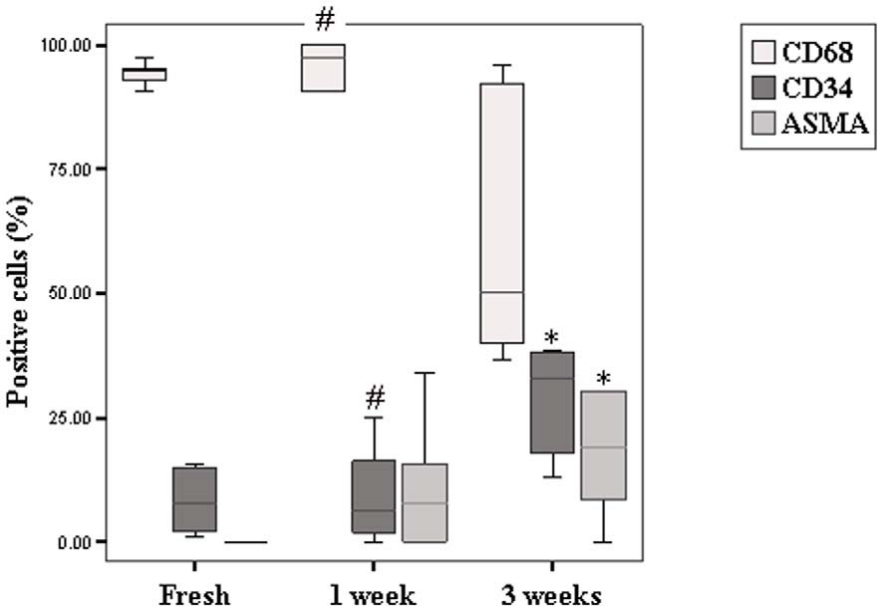
Results from immunohistochemical staining. Graph showing the percentages of CD68^+^, CD34^+^ and ASMA^+^ cells within the freshly isolated CD68^+^ cell population from the FBR as well as at 1 week and 3 weeks culturing of this CD68^+^ cell population. Bars represent mean; errors represent standard deviation. * significant difference from freshly isolated CD68^+^ cell population (FBR). # significant difference from FBR CD68^+^ cells cultured during 3 weeks.

The phagocytic activity of the isolated monocyte/macrophage population (CD68^+^) was confirmed by uptake of particles (Fig. 5A and supplementary Video S1). The double staining of CD68^+^ cells cultured for 3 weeks showed the presence of vimentin, ASMA and a minimal expression of smoothelin and desmin. In figure 5B, the expression of ASMA (red) and smoothelin (green) can be observed. To verify possible transdifferentiation of ASMA^+^ cells from the CD68^+^ cell population, 21-days cultures were also double stained for ASMA and CD68. No CD68^+^ASMA^+^ cells could be observed (Fig. 5C). Yet CD68^+^ cells, that had engulfed fluorescent particles, showed ASMA expression and myofibroblast morphology with a polygonal cell shape and cell-to-cell connections after 3 weeks of culture (Fig. 5D).

**Figure 5:**
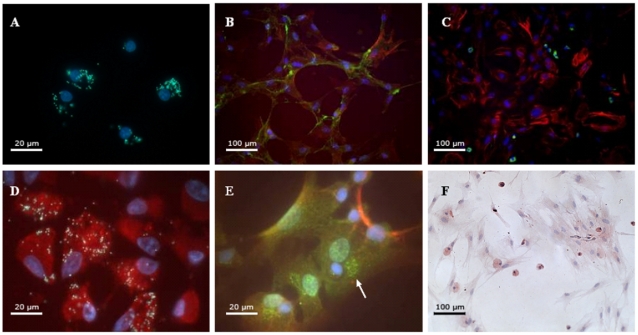
Isolation and differentiation of CD68^+^ cells. (A) Cellular phagocytosis of yellow/green fluorescent particles by the purified CD68^+^ cell population from FBR. (B) ASMA (red) and smoothelin (green) expression in FBR CD68^+^ cells cultured for 21 days in complete Mesencult medium. (C) ASMA (red) and CD68 (green) expression of isolated cells cultured for 21 days in complete Mesencult medium. Small CD68^+^ cells and larger ASMA^+^ cells can be observed. (D) Functional macrophages that have engulfed yellow fluorescent particles show an expression of ASMA (red) as well as a morphological myofibroblast aspect. (E) Double staining for ASMA (red) and CD34 (green). The presence of intracytoplasmic CD34 expression can be clearly seen (white arrow). (F) Picture showing TGF-β receptor type II staining of a 42 days old CD68+ cell culture. TGF-β receptor type II staining appears in red-brown and nuclei appear in blue. The objective lenses used are Plan-APOCHROMAT 100×/1.4 (A, D, E) and Plan-APOCHROMAT 20×/1.4 (B, C, F).

In cells cultured for 21 days, no CD34 staining at membrane level could be observed. However, specifically in the ASMA^+^ cells, an intracytoplasmic CD34 staining was found (Fig. 5E). Also the CD34^+^ cell fraction showed 54.1±35.2% of ASMA^+^ cells whereas the CD34^−^CD68^+^ and CD34^−^CD68^−^ cell fractions showed 20.4±6.0% and 81.9±18.1% ASMA^+^ cells, respectively, which was a significant difference (p = 0.008). Additionally, the total CD34^+^ cell fraction, isolated from 3-days implants, showed fibrocyte-like cells after 5 days of cultivation, but no ASMA^+^ cells could be detected after 3 weeks of culture.

The possibility of autocrine stimulation with TGF-β, of which some mediators were present in the FG adhesion, FG adhesion in FBR and FBR gene responses, was also examined by determining the expression of the TGF-βRII in CD68^+^ cell cultures. As can be observed in figure 5F, expression of the TGF-β receptor type II was found in nearly all cultured cells, with stronger expression in the small round cells present.

## Discussion

With this study, we primarily aimed at understanding the functions of monocytes/macrophages in the early stages of FBR. This by studying specific gene expression profiles related to FG induced adhesion, FBR in general and FG induced adhesion of FBR monocytes/macrophages. Additionally, we have also studied the myofibroblast differentiation potential of different cell phenotypes involved in FBR.

Comparison of blood and in vitro activated monocytes/macrophages allowed identification of the primary pathways initiated by the recognition of the P1 and P2 epitope of FG. Within this adhesion response, genes were upregulated that are involved in cell adhesion (EGFR, TGF-βR1), apoptosis (Cycs), cell cycle and intracellular signaling (Ccne1, Ccnd2, Rasal2). According to the classification of macrophages into classically activated, wound-healing and regulatory macrophages, this response only showed characteristics of classically activated macrophages [22]. 

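Of 18 measured genes of a list of classical activation, 2 were higher in in vitro activated than in blood CD68+ cells, 5 were lower and 11 did not pass (2 and 5 when adjusted over the list alone). Tnf and Cd86 rose, and Cd40 fell by 2.28 on the log2 scale. The list's median was -0.37 (camera, adjusted p = 0.18). All 9 B cell markers were lower in the same comparison (median -5.14), and T cell and NK cell markers had medians of -1.5 and -2.61. Of 18 genes of wound-healing activation, 10 were higher, 4 were lower and 4 did not pass (11 and 4 when adjusted over the list alone), with a median of 1.25 (adjusted p = 0.11), which became adjusted p = 0.042 without blood replicate 3. Tgm2 (log2 fold change 3.78, adjusted p = 0.00039) and Mrc1 (3.54, adjusted p = 0.00039) were among the genes of that list that rose, and Chi3l1 fell (-3.36, adjusted p = 0.0042). Of 6 genes of regulatory activation, 1 was higher, 2 were lower and 3 did not pass (1 and 2 when adjusted over the list alone; median -0.3, adjusted p = 0.13). Il27ra (-3.62) and Dusp1 (-2.33) were lower. These lists were tested over the whole comparison with blood cells and not over the genes that were also higher than in FBR cells.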

FG induced the upregulation of Rasal2 in the TNFα signaling pathway, which suggests already the onset of TNFα (pro-inflammatory) excretion by macrophages, which is confirmed by the expression profile of FBR CD68^+^ cells. It was already described that FG induces a pro-inflammatory response, which eventually results in the production of TGF-β [23]. This is confirmed by our study as TGF-βR1 and even TGF-β1 (p = 0.01) was upregulated in the in vitro activated monocytes/macrophages. 

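Expression of Tnf itself was higher in in vitro activated than in blood CD68+ cells by a log2 fold change of 3.1 (standard error 0.33, adjusted p = 0.00014 from limma), with all 3 in vitro activated arrays above all 3 blood arrays. A second Tnf probe set gave 0.53 and did not pass (adjusted p = 0.34). FBR cells exceeded in vitro activated cells in Tnf by 5.36 (adjusted p = 1.3e-05).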

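Tgfb1 had a signal of 87.8 ± 119 (SD, n = 2) in blood CD68+ cells, 348 ± 22.1 (SD, n = 3) in in vitro activated cells and 272 ± 139 (SD, n = 3) in FBR cells. The log2 fold change over blood was 2.57 (standard error 0.78, adjusted p = 0.04 from limma) in in vitro activated cells and 2.13 (adjusted p = 0.069) in FBR cells. The in vitro activated value rests on 2 blood arrays. Without blood replicate 1 or 2 a single blood array is left, so that the spread comes from the other groups alone, and the value was 4.19 (adjusted p = 0.0011) or 0.95 (adjusted p = 0.23). The call was also lost without in vitro activated replicates 1, 2 or 3 (adjusted p = 0.079, 0.085 and 0.081) and without FBR replicates 2 or 3 (0.059 and 0.052). It did not hold with a pseudocount of 1 (0.096), only the 6 arrays compared (0.076) or array weights (1.68, 0.13). The FBR value passed with the filter on low signals (0.037), quantile normalization (2.4, 0.038), median centring (2.48, 0.037), eBayes with trend and robust options (0.036) and a replicate block (2.27, 0.034). It was 3.75 against the single blood array left without blood replicate 1 (0.0011). In the authors' deposited tables the log2 fold change of Tgfb1 over blood is 1.83 with an adjusted p of 0.011 in in vitro activated cells and 1.45 with an adjusted p of 0.023 in FBR cells. Of 27 measured genes of a TGF-β signaling list, 7 were higher in in vitro activated than in blood cells, 3 were lower and 17 did not pass (8 and 4 when adjusted over the list alone; median 0.21, camera adjusted p = 0.31). Fkbp1a rose by 2.64, and Tgfbi had the largest decrease at -4.34.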

The importance of TGF-β signaling was also apparent in the gene expression of FBR CD68^+^ cells (Fig. 2B) and even in the cell culture study (Fig. 5F).

The FBR response elucidated additional upregulation of pathways when a full FBR is induced, excluding the genes related to monocyte/macrophage specific FG adhesion analyzed separately, but including the attraction of other cells [8]. GenMAPP analysis showed the relevance of pathways related to cytokine release, (innate) immune response (IL-1α, IL-1β, IL-6, IL-10 and TNFα), cell adhesion (such as Icam-1, Vcam-1,…) and matrix remodeling (Mmp13). This response mainly showed properties of classically activated macrophages (IL-1β, IL-6, TNF, Ccl20, Cxcl10), but also of wound-healing (Factor XIII-A) and regulatory macrophages (IL-10) [22], [24]. 

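F13a1, the gene of Factor XIII-A, had a signal of 597 ± 406 in blood, 82.3 ± 107 in in vitro activated and 16600 ± 984 in FBR CD68+ cells (SD, n = 3 each), a log2 fold change of 4.95 over blood (adjusted p = 0.0004) and 7.98 over in vitro activated cells (adjusted p = 6.6e-05, limma). Ccl20 (log2 fold change 4.68 over blood, adjusted p = 2.4e-05) and Cxcl10 (4.01, adjusted p = 3.6e-05) were higher in FBR cells too. Of the 18 genes of classical activation, FBR cells had 9 above blood cells, 1 below (Cd86) and 8 not passing (9 and 1 when adjusted over the list alone; median 1.28, camera adjusted p = 9.2e-05, and 0.001 with an estimated correlation). Cd86 had a value of -1.29 (adjusted p = 0.023), which did not pass without blood replicate 1 (0.082), blood replicate 3 (0.059), FBR replicate 2 (0.084) or FBR replicate 3 (0.095), after quantile normalization (0.063) or with median centring (0.087). Of the 18 genes of wound-healing activation, 15 were higher in FBR than in blood cells, none was lower and 3 did not pass (15 when adjusted over the list alone; median 1.89, adjusted p = 1.6e-08, and 0.0018 with an estimated correlation), with Cd163 at 7.5 and Stab1 at 6.03. The 6 genes of regulatory activation had 3 higher, 1 lower (Il27ra, -4.65) and 2 not passing (3 and 1 when adjusted over the list alone; median 1.02, adjusted p = 0.15, and 0.012 with the filter on low signals). B cell, T cell and NK cell markers were lower in FBR than in blood cells as well (medians -6.92, -2.07 and -2.44). Compared with in vitro activated cells, classical activation had 11 higher, 1 lower and 6 not passing (11 and 2 when adjusted over the list alone; median 2.38, adjusted p = 3.3e-08), wound-healing activation 10 higher, 3 lower and 5 not passing (11 and 3; median 2.44, adjusted p = 3.7e-05) and regulatory activation 3 higher, none lower and 3 not passing (3; median 1.54, adjusted p = 0.0075). All 3 held with an estimated correlation. Whether the lists differ from one another was not tested.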

The TGF-β production by classically activated macrophages in response to fibrinogen stimulation, can promote the alternative activation of macrophages initiated by IL-13 [23]. 

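The signal of Il4r was 769 ± 196 in blood CD68+ cells, 501 ± 121 in in vitro activated cells and 2930 ± 534 in FBR cells (SD, n = 3 each). FBR cells exceeded blood cells by a log2 fold change of 1.92 (standard error 0.29, adjusted p = 0.00067) and in vitro activated cells by 2.52 (adjusted p = 0.00033), with all 3 FBR arrays above all 6 others. In vitro activated and blood cells did not differ detectably (log2 fold change -0.6, adjusted p = 0.17, limma). Il13ra1 stands on a probe set with several symbols and is not analysed here.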

In this study, monocytes/macrophages of the FBR showed overexpression of IL-13 receptor alpha 1 (p = 0.004) and IL-4 receptor alpha. This was not the case in the in vitro activated CD68^+^ cells and clearly confirms the necessary interaction with the cells environment described before [22]. Moreover these FBR monocytes/macrophages showed overexpression of arginase 1 (Arg1) (p = 0.002), which can be initiated by the T_H_2 cytokines IL-4 or IL-13 and even by TGF-β or GM-CSF [25]. 

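Arg1 had a signal of 57.1 ± 45.1 in blood, 2730 ± 1910 in in vitro activated and 22400 ± 2390 in FBR CD68+ cells (SD, n = 3 each). FBR cells exceeded blood cells by a log2 fold change of 8.56 (standard error 0.67, adjusted p = 1.5e-05) and in vitro activated cells by 3.31 (adjusted p = 0.0062, and 0.054 with a pseudocount of 1). In vitro activated cells were also above blood cells (log2 fold change 5.24, adjusted p = 0.0004, limma), and the 3 groups did not overlap.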

Arg 1 is an important enzyme in the fibroblast proliferation and in the synthesis of collagen by fibroblasts [23] and diminishes the inflammatory NO production, a function of classically activated macrophages [26].

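Of 27 measured genes of a TGF-β signaling list, 11 were higher in FBR than in blood CD68+ cells, 1 was lower and 15 did not pass (13 and 2 when adjusted over the list alone). Eng (log2 fold change 5.14, adjusted p = 9e-06), Bmp2 (4.98, adjusted p = 0.00022, with 2 FBR arrays measured) and Bambi (2.06, adjusted p = 0.003) were among those that rose. Smad2 fell (-0.96, adjusted p = 0.035), a call that was lost without any 1 of the 3 blood or the 3 FBR arrays (adjusted p = 0.051 to 0.12), with a pseudocount of 1 (0.06), quantile normalization (0.055) or median centring (0.19). The list's median was 0.86 (camera, adjusted p = 0.0018; 0.011 with an estimated correlation). FBR cells had 9 of these genes above in vitro activated cells, 3 below and 15 not passing (10 and 3 when adjusted over the list alone), among them Tgfbi at 5.98 and Acvr1 at -2.55. The median of that comparison was 0.36 (adjusted p = 0.008; 0.038 with an estimated correlation), and it was 0.23 without in vitro activated replicate 2 and 0.21 without FBR replicate 3.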

Further analysis revealed the response of FBR monocytes/macrophages specific after binding with FG and again showed the importance of TGF-β signaling during the early FBR, as several TGF-β inducible genes (Dab2, Atf3, Timp1 and Sgk) were upregulated [27]–[30]. Heme oxygenase 1 induces the alternate activation of classically activated macrophages and confirmed the progressive switch from the pro-inflammatory to anti-inflammatory effects of macrophages during the early FBR [31].

During the FBR, primitive cells were attracted and shown to differentiate into myofibroblasts, the main cell population of mature FBR-tissue [8]. However, it has been shown that macrophages from FBR-tissue possess myofibroblast differentiation potential [9]–[11], yet they are potentially confounded with fibrocytes. Fibrocytes, of myeloid origin [32], express hematopoietic markers such as CD34, CD45 and monocyte/macrophage markers, and are known to express ASMA, vimentin and collagen upon TGF-β stimulation [15], [33].

A small fraction of the isolated cells (≈8%) expressed CD34 and might be fibrocytes, especially because signs of myofibroblast differentiation were absent. When cultured, these cells gradually expressed ASMA, as well as vimentin, smoothelin and desmin. Selective proliferation and differentiation of these cells within the CD68^+^ cell population was indicated by the decreased CD68 and increased CD34 expression during culturing.

Remarkable, there were 2 distinct populations of cells observed after 3 weeks, consisting of small, round, CD68^+^CD34^−^ASMA^−^ cells, together with very large, polygonal shaped cells being CD68^−^CD34^+^ASMA^+^. In the ASMA^+^ cells, an intracytoplasmic CD34 staining could be observed, while there was no CD34 staining in the ASMA^−^ cells. Internalization of the CD34 receptor has already been shown to exist by receptor-mediated endocytosis [34]. This intracytoplasmic CD34 staining in ASMA^+^ cells shows that these myofibroblast-like cells originate from the CD34^+^ subpopulation within the CD68^+^ cell population. This supports the fact that the CD34^+^CD68^+^ cell population is important for myofibroblast differentiation of the cultures. This cell population could also be mistaken for myeloid precursors of macrophages. So alternatively, these monocytes/macrophages attract macrophage precursors expressing C-fms and make them differentiate into myofibroblast, thus combining these findings with those of the Campbell et al. [35]. However, due to the different used techniques to isolate and describe the cells, it could also be possible that the cells in the different studies [9], [10], [13], [14] come from a common origin and only differ by their differentiation stage.

TGF-β has been shown to induce differentiation of fibrocytes [13], [15]. Autocrine TGF-β stimulation has been hypothesized to induce spontaneous differentiation of these phenotypes [15] and seems present in the CD68^+^ cell population isolated from intraperitoneal implants. This hypothesis is supported by the presence of the TGF-β receptor type II in cultured CD68^+^ cells. It was remarkable that the small round cells in culture showed much stronger signals than the larger cells, possibly because these larger, more differentiated cells didn't need signaling anymore.

Our data suggest the presence of CD34^+^ cells, possibly fibrocytes, within the purified monocyte/macrophage population. The observed relative augmentation of CD34^+^ cells in culture has already been reported for monocyte-derived fibrocyte-like cells [36]. These CD34^+^ cells actually differentiate into ASMA^+^ cells in culture as demonstrated by the internalized CD34 antigen in ASMA^+^ cells. After 14 days culturing of mononuclear cells only the fibrocyte population is still present because all other leukocytes die off [12]. Consequently, the monocyte/macrophage population from intraperitoneal implants could contain a subpopulation of fibrocyte-like cells that can survive in culture for at least 3 weeks. The CD68^+^ cells, or at least a subset thereof, are intrinsically primed to the myofibroblast differentiation pathway and spontaneously differentiate without any stimulating supplements, a property only reported for fibrocytes and probably relying on autocrine TGF-β stimulation [15]. The CD34^+^ cell fraction isolated from implants contains fibrocyte-like cells and the CD68^+^CD34^−^ cells showed no sign of myofibroblast differentiation, in contrast to the total CD68^+^ fraction. All these arguments suggest the hypothesis that the CD68^+^CD34^+^ subpopulation participate in the formation of the mature FBR-population, consisting mainly of (myo)fibroblasts. Nevertheless this remains to be confirmed by further studies.

The possibility of transdifferentiation of the total CD68^+^ cell population into ASMA^+^ cells is less likely, because no abundant presence of intermediate stages between monocytes/macrophages and myofibroblasts could be detected by the CD68/ASMA double staining. However, further studies are necessary to validate if these CD34^+^ cells actually were fibrocytes, but this was beyond the scope of this study.

In conclusion, this study shows a switch from monocytes and macrophages attracted by fibrinogen, to activated macrophages and eventually wound-healing macrophages. The 3-days immature FBR-tissue also contains a subpopulation of CD34^+^ cells capable to differentiate into myofibroblasts, the main cell population in mature FBR-tissue. Further research is necessary to clarify the effects of the detected signaling molecules on fibroblasts and define the major source of the mature FBR myofibroblasts in FBR-tissue.

## Supporting Information

Table S1 Table S1 represents all upregulated genes (p<0.001) by the adhesion of CD68+ cells to fibrinogen. 

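Table S1 pairs each gene with its log2 fold change of in vitro activated over blood and over FBR CD68+ cells. Of its 54 entries, 48 genes could be matched to a measured symbol, which gives 96 values. All 96 had the same sign in the limma fit. The values of both comparisons pooled correlated at 0.98 across genes, which are not independent replicates. The comparison with FBR cells was taken as FBR against in vitro activated cells, so its values are negative and the others positive. That difference in sign by itself raises the correlation, which cannot be set beside those of Tables S2 and S3. In the authors' deposited table 94 of the 96 values recur within 0.011, each with an adjusted p of at most 0.001.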

C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR.
(0.07 MB DOC)

Table S2 Table S2 represents all upregulated genes (p<0.001) by the adhesion of CD68+ cells to fibrinogen during the foreign body reaction. 

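Table S2 gives the log2 fold changes of in vitro activated and of FBR CD68+ cells over blood cells. Its 104 entries held 92 matched genes and 184 values, of which 183 had the same sign in the limma fit at a correlation of 0.92 across genes. In the authors' deposited table 182 of the 184 recur within 0.011, with an adjusted p of at most 0.001 in each case.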

C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR.
(0.11 MB DOC)

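For genes higher in FBR CD68+ cells than in blood and in vitro activated cells, 181 of 197 entries of a table of log2 fold changes were matched, with 362 values. The limma fit gave the same sign for 355 of them, and the correlation across genes was 0.9. A total of 356 values recur within 0.011 in the authors' deposited table, all with an adjusted p of at most 0.001.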

Table S3 Table S3 represents all upregulated genes (p<0.001) by the FBR CD68+ cells. C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR.
(0.20 MB DOC)

Video S1 Phagocytic activity of isolated CD68+ cells
(1.71 MB AVI)

# Supplementary material for: Gene Expression Study of Monocytes/Macrophages during Early Foreign Body Reaction and Identification of Potential Precursors of Myofibroblasts
**Source:** PLoS One. 2010 Sep 23;5(9):e12949. doi: 10.1371/journal.pone.0012949
**Supplement:** Table S2 — represents all upregulated genes (p<0.001) by the adhesion of CD68+ cells to fibrinogen during the foreign body reaction. C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR. (0.11 MB DOC)

**Table S2**: Genes upregulated by FG adhesion of FBR monocytes/macrophages (p < 0.001)

# Supplementary material for: Gene Expression Study of Monocytes/Macrophages during Early Foreign Body Reaction and Identification of Potential Precursors of Myofibroblasts
**Source:** PLoS One. 2010 Sep 23;5(9):e12949. doi: 10.1371/journal.pone.0012949
**Supplement:** Table S3 — represents all upregulated genes (p<0.001) by the FBR CD68+ cells. C = control monocytes/macrophages; IV = in vitro activated monocytes/macrophages; FBR = monocytes/macrophages derived from FBR. (0.20 MB DOC)

**Table S3**: Genes upregulated by FBR monocytes/macrophages (p < 0.001)

How the deposited data were processed for this re-analysis (not part of the article)

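The deposited intensity values are MAS5 signals on a linear scale, which the authors scaled so that the trimmed mean of each array is 500. The authors computed their log2 fold changes separately with RMA, and the deposited p-value of each probe set is adjusted by the Benjamini-Hochberg method. The paper gives MAS version 5.0 and no version of RMA.

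The deposited value table holds 279891 cells for 31099 probe sets and 9 arrays, and many stand without a decimal point or as dates, for a reason the files do not give. A total of 233544 cells (83.44%) were kept as they stood. Another 43241 cells (15.45%) were whole numbers of 6 or 7 digits and were divided by 1000, and 184 (0.07%) were read back from dates. The remaining 2922 cells (1.04%), on 9% of probe sets, had more than 1 possible reading and were left missing. The procedure was tested on 100000 simulated cells, of which 84908 were restored, none wrongly, and 15092 were left missing. These cells were damaged by the same rules that the procedure reverses. The test therefore covers the reversal and not whether the rules hold for the deposited values, of which far fewer were left missing. After restoring, arrays of different groups correlated at 0.796 to 0.899.

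Of the probe sets 20832 carry 1 gene symbol, 436 carry several and 9831 carry none. The 14218 genes with 1 symbol were each read from the probe set with the highest mean signal, and no gene was named from a probe set with several symbols. Symbols of 20764 probe sets were matched to the reference by Entrez ID and 0 were updated. Cycs, Il13ra1, Pik3cb, Spred2, Cd34, Tgfbr2 and Mt1x of the paper could not be matched and are not analysed here.

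The main test was limma 3.58.1 in R 4.3.3 on the log2 of the signal plus 16, with lmFit and eBayes over all 9 arrays and no block. The deposited sample titles number the replicates of each group, and nothing ties equal numbers across groups, so no pairing was used. P values were adjusted over all probe sets. The 3 responses count genes at an unadjusted p under 0.001 in both comparisons, where the paper prints p under 0.001 and does not say whether that p is adjusted. A gene counts if any of its probe sets passes both. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. In simulated data with the spread within the groups of all 9 arrays (28315 probe sets), only few probe sets were changed. There 1% of changes of log2 1 and 52% of changes of log2 2 were recovered, 1 unchanged probe set was called and 0 unchanged lists were called. The real comparisons call far more probe sets, which makes the adjusted threshold less strict. These rates of recovery therefore do not carry over to the real fit. These simulations were run after a look at the real fit.

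The 31 gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01, with the result for an estimated correlation given beside it. They cover classical activation, wound-healing activation, regulatory activation, cytokines and chemokines, TGF-beta signaling, NF-kB pathway, cell cycle, glycolysis and hypoxia, immediate early and heat shock, cholesterol synthesis, lipid handling, lysosome, matrix and proteases, integrins and adhesion, complement, interferon-stimulated, MHC class II, oxidative stress response, macrophage markers, blood monocyte markers, T cell markers, B cell markers, NK cell markers, neutrophil markers, platelet and red cell markers, dendritic cell markers, mast cell and eosinophil markers, fibroblast and myofibroblast markers, mesothelial markers, endothelial markers, and fibrocyte and progenitor markers. Some members also stand in the paper's tables, which had been seen when the lists were written, so the list tests are not fully independent of them. Which of the lists the passages discuss was settled after their results were seen.

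Genes are named by a rule set before the data were examined: the 10 highest and 10 lowest of each comparison among genes whose groups do not overlap, the genes that the paper names or the sort rests on, and the leading called members of a list with those that run against it. The paper's values count as seen.

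Detection calls, culture, staining and PCR measurements are not used here. The alternatives were other pseudocounts (1 and 64), a filter on low signals, quantile normalization, median centring, a fit of only the 6 arrays compared, eBayes with trend and robust options, array weights, a replicate block, each array left out in turn, other thresholds, the mean of all probe sets of a gene and the authors' deposited tables. The authors' deposited comparison tables hold 10000 of the 31099 probe sets each and were used to compare values and as an alternative for counts and calls, with the responses counted there at an adjusted p under 0.001.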

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

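The glycolysis and hypoxia list stands out because the paper does not discuss it. Of 27 genes it had 26 higher, 0 lower and 1 not passing in FBR against blood CD68+ cells (27 and 0 when adjusted over the list alone; median 3.3, adjusted p = 1.9e-19, and 0.00011 with an estimated correlation), with Eno2 at 7.41, Adm at 6.39 and Bnip3 at 5.95. In vitro activated against blood cells gave 17 higher, 0 lower and 10 not passing (22 and 0 when adjusted over the list alone; median 1.45, adjusted p = 4.7e-08, and 0.042 with an estimated correlation). FBR against in vitro activated cells gave 16 higher, 0 lower and 11 not passing (19 and 0 when adjusted over the list alone; median 1.54, adjusted p = 9.9e-14, and 0.0019 with an estimated correlation).

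The lysosome list is also outside the paper's discussion, and of 30 genes it had 25 higher, 0 lower and 5 not passing in FBR against blood cells (26 and 0 when adjusted over the list alone; median 1.67, adjusted p = 6.7e-12, and 0.032 with an estimated correlation). Cd63 rose by 5.13 and Ctsd by 4.25. In vitro activated against blood cells gave 23 higher, 2 lower and 5 not passing (24 and 2 when adjusted over the list alone; median 1.83, adjusted p = 1.5e-09, and 0.083 with an estimated correlation), and FBR against in vitro activated cells gave 4 higher, 5 lower and 21 not passing (5 and 6 when adjusted over the list alone; median 0.11, adjusted p = 0.32), where the mean was -0.01. Other markers move in the same comparisons with blood: in FBR and in vitro activated cells the median of B cell markers was -6.92 and -5.14, that of T cell markers -2.07 and -1.5, that of NK cell markers -2.44 and -2.61, and Cd68 was higher by 1.62 and 2.08.

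The tests of explanations below were all chosen after the results were seen.

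Immediate early and heat shock genes, which the paper does not discuss as a group, had 16 higher, 0 lower and 11 not passing of 27 in FBR against blood cells (17 and 0 when adjusted over the list alone; median 2.35, adjusted p = 1e-10, and 1.2e-07 with an estimated correlation), with Ier3 at 7.03 and Dusp2 at 5.83. Against in vitro activated cells there were 21 higher, 1 lower and 5 not passing (21 and 1 when adjusted over the list alone; median 3.35, adjusted p = 3.8e-18, and 1.1e-13 with an estimated correlation), and in vitro activated against blood cells gave 5 higher, 13 lower and 9 not passing (6 and 14 when adjusted over the list alone; median -0.75, adjusted p = 0.018, and 0.083 with an estimated correlation), a call lost with the mean of all probe sets (0.064). If digestion and warming of the FBR tissue induced these genes, the list would be higher in FBR than in both other groups, as its median of 3.35 over in vitro activated cells is, but every FBR sample and no other was digested, so this could equally be the state of the cells in the tissue. If array scaling were the cause, a common factor would move the genes alike and at least 80% of the 27 members would lie within 2 standard errors of the list median, but 8 did, and the changes ran from -1.3 in Egr2 to 7.77 in Fosb. This argues against scaling as the whole cause and leaves open a part in it. The test replaced an earlier one by median centring after its result was seen, and its bounds were set with the members' values known. Digestion and the tissue itself stay open.

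Lymphocyte markers were lower in both other groups than in blood CD68+ cells. In FBR against blood cells the 9 B cell markers had 0 higher, 9 lower and 0 not passing (0 and 9 when adjusted over the list alone; median -6.92, adjusted p = 3.8e-09, and 0.025 with an estimated correlation), the 16 T cell markers 0 higher, 11 lower and 5 not passing (1 and 12 when adjusted over the list alone; median -2.07, adjusted p = 4e-05, and 0.0028 with an estimated correlation) and the 12 NK cell markers 0 higher, 10 lower and 2 not passing (0 and 10 when adjusted over the list alone; median -2.44, adjusted p = 4.9e-06, and 0.027 with an estimated correlation). If B, T and NK cells stood in the blood preparation, at least 50% of the 37 measured markers would have a mean signal above 200 there, and 32 did, against 7 in FBR and 7 in in vitro activated cells; Ms4a1 had 14900 in blood and 19.6 in FBR cells, and Pou2af1 12200 and 4.24. For 12 markers the fall to FBR cells alone needs such a signal in blood, and of the 25 others 20 had it. If array scaling were the cause, median centring would remove the calls, and 29 of 30 stayed. Centring moves all genes alike, and the median of all probe sets only from -0.17 to 0.19. Falls of this size could hardly be lost, so that test decides nothing. A common factor would also move all other genes alike, and the median of all probe sets was -0.17. That median argues against scaling as the whole cause of these falls. Lymphocytes in the blood preparation remain a hypothesis, since no cell counts are used here and no marker stands in another list or among the paper's genes. Selection for CD68 should remove them, but the paper gives the share of CD68+ cells after selection for FBR cells only. The comparisons with blood may therefore partly reflect cell composition, and how far was not tested.

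In vitro activated against blood cells the B cell markers gave 0 higher, 9 lower and 0 not passing (0 and 9 when adjusted over the list alone; median -5.14, adjusted p = 5.2e-10, and 0.042 with an estimated correlation), the T cell markers 1 higher, 10 lower and 5 not passing (1 and 12 when adjusted over the list alone; median -1.5, adjusted p = 1.7e-06, and 0.0022 with an estimated correlation) and the NK cell markers 0 higher, 9 lower and 3 not passing (0 and 10 when adjusted over the list alone; median -2.61, adjusted p = 8.8e-08, and 0.042 with an estimated correlation). FBR against in vitro activated cells gave 1 higher, 5 lower and 3 not passing for B cells (1 and 7 when adjusted over the list alone; median -1.99, adjusted p = 0.052), 0 higher, 2 lower and 14 not passing for T cells (0 and 0 when adjusted over the list alone; median -0.09, adjusted p = 0.98) and 0 higher, 0 lower and 12 not passing for NK cells (0 and 0 when adjusted over the list alone; median 0.11, adjusted p = 0.52). The B cell list passed in that comparison without in vitro activated replicate 1 (adjusted p = 0.0068) or FBR replicate 1 (0.028), with a pseudocount of 1 (0.042), quantile normalization (0.043), median centring (0.012), eBayes with trend and robust options (0.042), array weights (0.044) or a replicate block (0.045).

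More probe sets were lower than higher in FBR than in blood cells. If array scaling were the cause, centring each array on its median would raise the share of higher calls by more than 10 points, and it rose to 56.9% from 35.3%. Centring moved the median log2 fold change of all probe sets from -0.17 to 0.19, which fixes the direction of that rise, so the test decides nothing. Array scaling and a lower expression of many genes in FBR cells cannot be told apart here.

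Regrouping the arrays asks whether chance can give as many calls. For each pair of groups 10 splits exist, of which 1 in each comparison, the real one, reached the real count (7722, 9621 and 6992 probe sets; highest other 1, 0 and 0), and 10 splits are too few to exclude chance. Over 100 splits of all 9 arrays, another split was given its highest count over which of its groups took the top place. The real adhesion count of 377 keeps in vitro activated cells in that place. With the real one included, 5 splits gave a count as large (highest other 469). The real groups gave 686 genes with blood cells in that place. The counts compared are therefore unlike, and this comparison does not exclude chance. All 4 others keep the 3 blood arrays together. Splits that part the blood arrays reached 330 at most, and those with no group kept together 3, so high counts also arise where a group other than blood is kept together, and point to a structure of the samples. For the FBR response 1 of 100, the real one, reached 483 (highest other 469). For FG adhesion in FBR 1 of 100, the real one, reached 557 (highest other 354). There the other splits took their highest count over which group was lowest, and the real groups gave 567 with FBR cells lowest. Only a sample of the possible splits was drawn, and 483 and 469 lie close. The splits with 469 and 354 keep the 3 blood arrays together and so hold a real difference, which makes them no measure of chance. With no group kept together the highest counts were 3 for the FBR response and 6 for FG adhesion in FBR. Simulated unchanged groups gave at most 5, 6 and 5 probe sets, against 562, 695 and 756 for the 3 responses. Those simulations argue against chance alone, as far as arrays vary independently as they assume. An earlier scheme of shuffled labels, replaced after its result was seen, gave 2, 1 and 1 of 100 (highest other 467, 209 and 357).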

How the results depend on the processing

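Of 12624 values of named genes and lists under an alternative, 12096 kept their call, 447 lost it and 80 gained one. A called direction turned once, and 73 others changed sign with no call in either setting and are counted as unchanged. RT1-Ba in FBR against in vitro activated cells turned to -0.04 with the mean of all probe sets (adjusted p = 0.96). Where values moved, the cause was not tested. Signal near background limits low genes, whose log2 fold changes depend on the pseudocount.

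At an unadjusted p under 0.001, in vitro activated against blood cells had 1728 probe sets higher and 2166 lower, FBR against blood cells 1886 and 3432, and FBR against in vitro activated cells 1278 and 2079. Under median centring FBR against blood cells had 5344 higher and 4047 lower, FBR against in vitro activated cells 3864 and 2344, and the FBR response 770 genes. The authors' deposited tables gave 4327 probe sets higher in FBR than in in vitro activated cells, and 89, 334 and 161 adhesion, FBR and FG adhesion in FBR response genes. A pseudocount of 1 gave 241 adhesion response genes. Adhesion, FBR and FG adhesion in FBR responses held 94, 201 and 240 genes at an adjusted p under 0.001 and 938, 946 and 1142 at an adjusted p under 0.05.

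With an estimated correlation 6 lists were called in in vitro activated against blood cells, 15 in FBR against blood cells and 10 in FBR against in vitro activated cells, where 17, 19 and 19 were called with the preset value. The share of probe sets above the level was 63.2, 65.2 and 57.7% at level 50 and 39.4, 37.5 and 35% at level 200 in blood, in vitro activated and FBR cells, and under median centring, which makes the shares near the median alike by itself, it was 48.4, 48 and 48.3%.

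Leaving out 1 array at a time gave 2850 to 3311 higher and 3337 to 3923 lower in in vitro activated against blood cells, 2646 to 3618 and 4850 to 6584 in FBR against blood cells, and 1605 to 2766 and 2775 to 5139 in FBR against in vitro activated cells. The responses held 236 to 333, 310 to 469 and 390 to 496 genes, the lists called were 16 to 18, 18 to 20 and 18 to 19, and the shares were 49.7 to 50.1%, 48.5 to 51% and 44.5 to 45.4%. All 12 pairs of an RT-PCR gene and a comparison kept their direction and call in each case.

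With the replicate number as a block, the replicate block gave 3335 higher and 3882 lower, 3260 and 5924, and 2253 and 4159 in the 3 comparisons, 282, 395 and 454 response genes, 17, 19 and 20 lists and 12 RT-PCR pairs. As a check of pairing, samples of the same number correlated at -0.065 to 0.069, and not every sample correlated best with its own number.

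Setting missing cells to the nearest reading, chosen after seeing the data, gave 381, 488 and 563 response genes. The list test was not run on the authors' deposited tables.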

Differences from the paper's values

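The paper's counts stand at p under 0.001, and the counts here at an unadjusted p under 0.001. In the authors' deposited tables the values of the paper's supplementary tables that recur there all have an adjusted p of at most 0.001. At an adjusted p under 0.001 those tables hold 89, 334 and 161 adhesion, FBR and FG adhesion in FBR response genes. The settings named with each value were fixed before the data were examined, and every other such setting leaves the gap open. A log2 fold change counts as differing beyond the pooled replicate SD of the groups compared. A count or p value counts as differing beyond a fixed ratio. A gap is called closed once a setting falls within these bounds, so much of the difference can remain. For Il10 in FBR against in vitro activated cells the SD is 0.58, and 5.47 is called closed against the paper's 4.94.

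The paper counts 54 adhesion response genes, and 377 were found, a gap that none of these settings closes. The paper counts 197 FBR response genes, and 483 were found. At an adjusted p under 0.001 the count was 201, which lies within the bounds, but the authors' deposited tables gave a larger count at that threshold. The paper describes this response as leaving out genes of FG adhesion, which the count here keeps. The counts are therefore of unlike sets, and their nearness does not show that the gap is closed. The paper counts 104 FG adhesion in FBR response genes, and 557 were found, a gap that none of these settings closes. For Tgfb1 in in vitro activated against blood cells the paper's p is 0.01, and the adjusted p found was 0.04, a gap closed by the authors' deposited tables (0.011). For Arg1 in FBR against in vitro activated cells the paper's p is 0.002, and the adjusted p found was 0.0062, a gap closed by probe sets at or above the median mean (0.0024), eBayes with trend and robust (0.0025), array weights (0.0017), leaving out blood replicate 2 (0.0027) and the authors' deposited tables (0.0026). Egfr in in vitro activated against blood cells has the paper's log2 fold change of 4.2 and a value of 3.35 here. A pseudocount of 1 (3.71), leaving out in vitro activated replicate 3 (3.84) and the authors' deposited tables (3.59) bring it within the bounds. The paper's value is that of another Egfr probe set, so these settings do not account for the gap.

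Tgfbr1 in in vitro activated against blood cells has the paper's log2 fold change of 2.28 and a value of 2.53 here, a gap closed by array weights (2.42), leaving out blood replicate 2 (2.4) and the authors' deposited tables (2.28). Tgfbr1 in FBR against in vitro activated cells has the paper's log2 fold change of -2.8 and a value of -2.94 here, a gap closed by the authors' deposited tables (-2.8). Sgk1 in FBR against blood cells has the paper's log2 fold change of 4.4 and a value of 4.59 here, a gap closed by a pseudocount of 64 (4.46), quantile normalization (4.46), leaving out blood replicate 3 (4.51) and the authors' deposited tables (4.4). Slc2a1 in FBR against blood cells has the paper's log2 fold change of 5.07 and a value of 5.53 here, a gap closed by a pseudocount of 64 (5.32), array weights (5.34), leaving out blood replicate 2 (5.3) and the authors' deposited tables (5.07). Timp1 in FBR against blood cells has the paper's log2 fold change of 4.95 and a value of 5.21 here, a gap closed by a pseudocount of 64 (4.87), array weights (5.1), leaving out blood replicate 1 (5.18), leaving out blood replicate 2 (5.14), leaving out FBR replicate 1 (5.07) and the authors' deposited tables (4.95). Ccl20 in FBR against blood cells has the paper's log2 fold change of 4.02 and a value of 4.68 here, a gap closed by a pseudocount of 64 (3.56), leaving out FBR replicate 3 (4.43) and the authors' deposited tables (4.02).

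Ccl20 in FBR against in vitro activated cells has the paper's log2 fold change of 3.84 and a value of 5.09 here, a gap closed by a pseudocount of 64 (3.7) and the authors' deposited tables (3.84). Cd14 in FBR against in vitro activated cells has the paper's log2 fold change of 1.63 and a value of 1.3 here, a gap closed by median centring (1.61) and the authors' deposited tables (1.63). Csf2 in FBR against blood cells has the paper's log2 fold change of 4.94 and a value of 5.63 here, a gap closed by the authors' deposited tables (4.94). Csf2 in FBR against in vitro activated cells has the paper's log2 fold change of 4.83 and a value of 5.56 here, a gap closed by the authors' deposited tables (4.83). Esam in FBR against blood cells has the paper's log2 fold change of 3.31 and a value of 3.91 here, a gap closed by a pseudocount of 64 (3.48), array weights (3.67), leaving out blood replicate 2 (3.67) and the authors' deposited tables (3.31). Il10 in FBR against in vitro activated cells has the paper's log2 fold change of 4.94 and a value of 5.57 here, a gap closed by leaving out in vitro activated replicate 1 (5.32), leaving out in vitro activated replicate 2 (5.47), leaving out FBR replicate 2 (5.41), leaving out FBR replicate 3 (5.45) and the authors' deposited tables (4.94).

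Il1a in FBR against blood cells has the paper's log2 fold change of 9.31 and a value of 10.08 here, a gap closed by the authors' deposited tables (9.31). Il6 in FBR against blood cells has the paper's log2 fold change of 6.37 and a value of 5.99 here, a gap closed by a pseudocount of 1 (6.08), median centring (6.36), leaving out blood replicate 3 (6.25), leaving out FBR replicate 1 (6.05), leaving out FBR replicate 3 (6.07) and the authors' deposited tables (6.37). Itga5 in FBR against blood cells has the paper's log2 fold change of 2.74 and a value of 3.37 here, a gap closed by a pseudocount of 64 (2.83) and the authors' deposited tables (2.74). Itgav in FBR against blood cells has the paper's log2 fold change of 3.64 and a value of 1.21 here, a gap that none of these settings closes. Itgav in FBR against in vitro activated cells has the paper's log2 fold change of 1.97 and a value of 0.3 here, a gap that none of these settings closes. Sdc4 in FBR against in vitro activated cells has the paper's log2 fold change of 4.06 and a value of 3.72 here, a gap closed by median centring (4.06) and the authors' deposited tables (4.06).

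Tnf in FBR against blood cells has the paper's log2 fold change of 5.58 and a value of 8.46 here, a gap that none of these settings closes. Vcam1 in FBR against blood cells has the paper's log2 fold change of 4.79 and a value of 4.09 here, a gap closed by a pseudocount of 1 (4.87), median centring (4.46) and the authors' deposited tables (4.79). Vcam1 in FBR against in vitro activated cells has the paper's log2 fold change of 4.66 and a value of 3.46 here, a gap closed by leaving out in vitro activated replicate 3 (4.09) and the authors' deposited tables (4.66).

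Il1a and Csf2 have a blood signal under the pseudocount of 16, as has Ccl20 in in vitro activated cells, so the size of these gaps depends on the pseudocount. With a pseudocount of 1 or 64 Il1a in FBR against blood cells was 11.43 or 8.56, on either side of the paper's value. The paper's values of Egfr, Itgav and Tnf equal the authors' deposited values of another probe set of the same gene, for which the fit here gives 4.84 for Egfr in in vitro activated against blood cells, 3.21 and 1.57 for Itgav, and 7.21 for Tnf in FBR against blood cells.

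The paper calls Cd14 higher in FBR than in in vitro activated cells and Atf2 higher in FBR than in blood cells, and neither passed here (adjusted p = 0.055 and 0.088). Cd14 has 1 probe set, so the mean of all its probe sets is the same measurement. Cd14 passed with a pseudocount of 64 (1.3, adjusted p = 0.036), probe sets at or above the median mean (1.3, adjusted p = 0.025), median centring (1.61, adjusted p = 0.026), only the 6 arrays compared (1.3, adjusted p = 0.018), eBayes with trend and robust (1.3, adjusted p = 0.02), array weights (1.27, adjusted p = 0.021), leaving out blood replicate 2 (1.3, adjusted p = 0.0082), missing cells at the nearest reading (1.41, adjusted p = 0.02; chosen after seeing the data), mean of all probe sets (1.3, adjusted p = 0.046) and the authors' deposited tables (1.63, adjusted p = 0.00025). Atf2 passed with a pseudocount of 64 (0.62, adjusted p = 0.046), probe sets at or above the median mean (0.77, adjusted p = 0.042), quantile normalization (1.14, adjusted p = 0.03), median centring (1.14, adjusted p = 0.028), array weights (0.76, adjusted p = 0.036), leaving out in vitro activated replicate 3 (0.77, adjusted p = 0.043) and the authors' deposited tables (1.41, adjusted p = 0.00075). The paper reports Il13ra1, which is not analysed here. Its RT-PCR genes come from the 10 most changed transcripts, without a stated measure of change. Ranked by log2 fold change among genes they stand from 16 to 310 here, and Tmem97 stands 768th from the lowest in FBR against in vitro activated cells in the authors' deposited table. The paper gives a higher share of present transcripts in in vitro activated and FBR than in blood cells, by another measure, and the share above level 100 here was 49.9% in blood, 49.8% in in vitro activated and 44.9% in FBR cells, and centring each array on its median makes shares at this level alike by itself.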

Other observations

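Cd68, the marker of the sort, had a signal of 7900 ± 4140 in blood, 30400 ± 7280 in in vitro activated and 21800 ± 2620 in FBR cells (SD, n = 3 each), a log2 fold change over blood of 2.08 (adjusted p = 0.0044) in in vitro activated and 1.62 (adjusted p = 0.012) in FBR cells. After quantile normalization the FBR value of Cd68 did not pass (1.11, adjusted p = 0.076). Acta2 had 124 ± 34.9 in blood, 276 ± 78.2 in in vitro activated and 390 ± 88.7 in FBR cells (SD, n = 3 each), with 1.06 (adjusted p = 0.025) and 1.55 (adjusted p = 0.0027) over blood. The Acta2 call in in vitro activated cells was lost without blood replicate 2 (0.075), blood replicate 3 (0.064) or in vitro activated replicate 3 (0.072).

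Lipid handling genes (18 genes) had 15 higher, 0 lower and 3 not passing in in vitro activated against blood cells (16 and 1 when adjusted over the list alone; median 2.1, adjusted p = 1.2e-08, and 0.076 with an estimated correlation). FBR cells had 12 higher, 0 lower and 6 not passing against blood (13 and 0 when adjusted over the list alone; median 2.41, adjusted p = 1.7e-08, and 0.05 with an estimated correlation) and 4 higher, 6 lower and 8 not passing against in vitro activated cells (4 and 6 when adjusted over the list alone; median -0.18, adjusted p = 0.56). Fabp4 (8.16) and Apoe (7.54) led the rise in in vitro activated cells. Cholesterol synthesis genes (19 genes) had 5 higher, 0 lower and 14 not passing in in vitro activated against blood cells (5 and 0 when adjusted over the list alone; median 0.29, adjusted p = 0.18). FBR cells had 1 higher, 5 lower and 13 not passing against blood (1 and 5 when adjusted over the list alone; median -0.51, adjusted p = 0.21) and 2 higher, 11 lower and 6 not passing against in vitro activated cells (2 and 11 when adjusted over the list alone; median -1.11, adjusted p = 0.036, and 0.46 with an estimated correlation). The last call was lost without blood replicate 2 (0.054) or in vitro activated replicate 3 (0.11), with the filter on low signals (0.082), only the 6 arrays compared (0.056) or array weights (0.081).

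Interferon-stimulated genes (18 genes) had 0 higher, 13 lower and 5 not passing in in vitro activated against blood cells (1 and 13 when adjusted over the list alone; median -1.82, adjusted p = 2.2e-07, and 0.042 with an estimated correlation). FBR cells had 2 higher, 6 lower and 10 not passing against blood (2 and 8 when adjusted over the list alone; median -0.52, adjusted p = 0.21) and 8 higher, 1 lower and 9 not passing against in vitro activated cells (8 and 1 when adjusted over the list alone; median 0.79, adjusted p = 0.00011, and 0.11 with an estimated correlation). Mx1 fell by 3.9 in in vitro activated cells. In that comparison B, T and NK cell markers had medians of -5.14, -1.5 and -2.61. MHC class II genes (8 genes) had 0 higher, 4 lower and 4 not passing in in vitro activated against blood cells (0 and 4 when adjusted over the list alone; median -1.81, adjusted p = 0.0026, and 0.27 with an estimated correlation). FBR cells had 0 higher, 1 lower and 7 not passing against blood (0 and 1 when adjusted over the list alone; median -0.32, adjusted p = 0.59) and 3 higher, 0 lower and 5 not passing against in vitro activated cells (4 and 0 when adjusted over the list alone; median 0.98, adjusted p = 0.014, and 0.41 with an estimated correlation). All 9 B cell markers were lower in in vitro activated than in blood cells as well, with a median of -5.14. Without in vitro activated replicate 1 the MHC class II median of in vitro activated against blood cells was -1.1 and the MHC class II call of FBR against in vitro activated cells was lost (0.083). That call was also lost after quantile normalization (0.097), where FBR against blood cells passed (0.029). Complement genes (14 genes) had 3 higher, 0 lower and 11 not passing in in vitro activated against blood cells (3 and 0 when adjusted over the list alone; median 1.15, adjusted p = 0.18). FBR cells had 10 higher, 0 lower and 4 not passing against blood (11 and 0 when adjusted over the list alone; median 2, adjusted p = 4.9e-06, and 0.0074 with an estimated correlation) and 6 higher, 1 lower and 7 not passing against in vitro activated cells (9 and 2 when adjusted over the list alone; median 2.5, adjusted p = 0.0038, and 0.11 with an estimated correlation). Serping1 rose by 6.52 in in vitro activated cells.

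Macrophage markers (19 genes) had 7 higher, 1 lower and 11 not passing in in vitro activated against blood cells (7 and 1 when adjusted over the list alone; median 1.48, adjusted p = 0.0017, and 0.15 with an estimated correlation). FBR cells had 15 higher, 0 lower and 4 not passing against blood (15 and 0 when adjusted over the list alone; median 3.34, adjusted p = 1.2e-08, and 0.0042 with an estimated correlation) and 4 higher, 1 lower and 14 not passing against in vitro activated cells (8 and 1 when adjusted over the list alone; median 1.13, adjusted p = 0.0018, and 0.15 with an estimated correlation). Blood monocyte markers (12 genes) had 0 higher, 6 lower and 6 not passing in in vitro activated against blood cells (0 and 7 when adjusted over the list alone; median -1.74, adjusted p = 0.00034, and 0.17 with an estimated correlation). FBR cells had 1 higher, 5 lower and 6 not passing against blood (2 and 7 when adjusted over the list alone; median -1.37, adjusted p = 0.2) and 3 higher, 1 lower and 8 not passing against in vitro activated cells (4 and 1 when adjusted over the list alone; median 0.42, adjusted p = 0.036, and 0.46 with an estimated correlation). The last call was lost without in vitro activated replicate 1 (0.2) or FBR replicate 3 (0.052), and its median was 0.21 without in vitro activated replicate 2 and 0.7 without in vitro activated replicate 3. It was also lost with the filter on low signals (0.082), quantile normalization (0.14), median centring (0.14), a pseudocount of 64 (0.05) or the mean of all probe sets (0.062), and FBR against blood cells passed after quantile normalization (0.022).

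Neutrophil markers (9 genes) had 2 higher, 1 lower and 6 not passing in in vitro activated against blood cells (2 and 1 when adjusted over the list alone; median -0.41, adjusted p = 0.64). FBR cells had 2 higher, 0 lower and 7 not passing against blood (2 and 0 when adjusted over the list alone; median 0.54, adjusted p = 0.04, and 0.23 with an estimated correlation) and 4 higher, 1 lower and 4 not passing against in vitro activated cells (4 and 1 when adjusted over the list alone; median 1.03, adjusted p = 0.016, and 0.2 with an estimated correlation). In in vitro activated cells the mean was 0.24, of the opposite sign to the median. The call of FBR against blood cells was lost without blood replicate 2 (median 0.07, adjusted p = 0.13) or FBR replicate 3 (0.062), and its median was 1.15 without blood replicate 1. It was also lost with a pseudocount of 1 (0.079), the filter on low signals (0.13), median centring (0.062), eBayes with trend and robust options (0.054) or array weights (0.092), and the call of FBR against in vitro activated cells with the filter (0.09). Platelet and red cell markers (9 genes) had 0 higher, 3 lower and 6 not passing in in vitro activated against blood cells (0 and 3 when adjusted over the list alone; median -1.28, adjusted p = 0.014, and 0.24 with an estimated correlation). FBR cells had 1 higher, 4 lower and 4 not passing against blood (1 and 4 when adjusted over the list alone; median -1.38, adjusted p = 0.095) and 1 higher, 0 lower and 8 not passing against in vitro activated cells (1 and 0 when adjusted over the list alone; median -0.04, adjusted p = 0.48). Without in vitro activated replicate 2 the call of in vitro activated cells was lost (0.062), its median was -0.51 without blood replicate 1, and FBR against blood cells passed without blood replicate 3 (0.042), after quantile normalization (0.04) or with median centring (0.025). With the filter on low signals the call of in vitro activated cells was lost (0.18). Between FBR and in vitro activated cells the mean was 0.06, opposite in sign to the median.

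Dendritic cell markers (9 genes) had 0 higher, 2 lower and 7 not passing in in vitro activated against blood cells (0 and 2 when adjusted over the list alone; median -0.67, adjusted p = 0.18). FBR cells had 1 higher, 3 lower and 5 not passing against blood (1 and 3 when adjusted over the list alone; median -0.5, adjusted p = 0.4) and 1 higher, 2 lower and 6 not passing against in vitro activated cells (1 and 2 when adjusted over the list alone; median 0.03, adjusted p = 0.82). Mast cell and eosinophil markers (11 genes) had 0 higher, 1 lower and 10 not passing in in vitro activated against blood cells (0 and 0 when adjusted over the list alone; median -0.3, adjusted p = 0.31). FBR cells had 1 higher, 1 lower and 9 not passing against blood (0 and 0 when adjusted over the list alone; median -0.28, adjusted p = 0.57) and 1 higher, 0 lower and 10 not passing against in vitro activated cells (1 and 0 when adjusted over the list alone; median -0.22, adjusted p = 0.75). Fibroblast and myofibroblast markers (22 genes) had 2 higher, 1 lower and 19 not passing in in vitro activated against blood cells (2 and 1 when adjusted over the list alone; median 0.5, adjusted p = 0.29). FBR cells had 9 higher, 1 lower and 12 not passing against blood (9 and 1 when adjusted over the list alone; median 0.92, adjusted p = 0.0038, and 0.22 with an estimated correlation) and 3 higher, 0 lower and 19 not passing against in vitro activated cells (3 and 0 when adjusted over the list alone; median 0.38, adjusted p = 0.018, and 0.4 with an estimated correlation). The last call was lost without in vitro activated replicate 2 (0.073) or FBR replicate 1 (0.086), and its median was 0.7 without in vitro activated replicate 3. With the filter on low signals the calls of FBR cells against blood (0.29) and against in vitro activated cells (0.15) were lost.

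Mesothelial markers (10 genes) had 0 higher, 0 lower and 10 not passing in in vitro activated against blood cells (0 and 0 when adjusted over the list alone; median 0.58, adjusted p = 0.31). FBR cells had 2 higher, 0 lower and 8 not passing against blood (2 and 0 when adjusted over the list alone; median 0.46, adjusted p = 0.2) and 0 higher, 0 lower and 10 not passing against in vitro activated cells (0 and 0 when adjusted over the list alone; median -0.04, adjusted p = 0.52). Endothelial markers (10 genes) had 3 higher, 2 lower and 5 not passing in in vitro activated against blood cells (3 and 2 when adjusted over the list alone; median 0.31, adjusted p = 0.64). FBR cells had 2 higher, 3 lower and 5 not passing against blood (2 and 4 when adjusted over the list alone; median 0.27, adjusted p = 0.78) and 1 higher, 3 lower and 6 not passing against in vitro activated cells (2 and 3 when adjusted over the list alone; median -0.1, adjusted p = 0.88). Fibrocyte and progenitor markers (9 genes) had 0 higher, 2 lower and 7 not passing in in vitro activated against blood cells (0 and 2 when adjusted over the list alone; median 0.16, adjusted p = 0.31). FBR cells had 3 higher, 3 lower and 3 not passing against blood (3 and 4 when adjusted over the list alone; median -0.29, adjusted p = 0.87) and 0 higher, 1 lower and 8 not passing against in vitro activated cells (0 and 1 when adjusted over the list alone; median 0.23, adjusted p = 0.31). In in vitro activated cells their mean was -0.35, opposite in sign to the median.

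In vitro activated against blood cells the list of integrins and adhesion genes had 12 higher, 3 lower and 11 not passing (17 and 4 when adjusted over the list alone; median 1.06, adjusted p = 0.00028, and 0.097 with an estimated correlation).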
